# Direct Reprogramming of Murine Fibroblasts to Hematopoietic Progenitor Cells

**DOI:** 10.1016/j.celrep.2014.11.002

**Published:** 2014-11-26

**Authors:** Kiran Batta, Magdalena Florkowska, Valerie Kouskoff, Georges Lacaud

## Abstract

Recent reports have shown that somatic cells, under appropriate culture conditions, could be directly reprogrammed to cardiac, hepatic, or neuronal phenotype by lineage-specific transcription factors. In this study, we demonstrate that both embryonic and adult somatic fibroblasts can be efficiently reprogrammed to clonal multilineage hematopoietic progenitors by the ectopic expression of the transcription factors ERG, GATA2, LMO2, RUNX1c, and SCL. These reprogrammed cells were stably expanded on stromal cells and possessed short-term reconstitution ability in vivo. Loss of p53 function facilitated reprogramming to blood, and p53^−/−^ reprogrammed cells efficiently generated erythroid, megakaryocytic, myeloid, and lymphoid lineages. Genome-wide analyses revealed that generation of hematopoietic progenitors was preceded by the appearance of hemogenic endothelial cells expressing endothelial and hematopoietic genes. Altogether, our findings suggest that direct reprogramming could represent a valid alternative approach to the differentiation of embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs) for disease modeling and autologous blood cell therapies.

## Highlights

• ERG, GATA2, LMO2, RUNX1c, and SCL reprogram fibroblasts to blood
• Reprogrammed fibroblasts have multilineage hematopoietic potential
• Loss of p53 increases efficiency and multilineage potential of reprogrammed cells
• Generation of blood progenitors is preceded by the appearance of hemogenic cells

## Introduction

Until recently, it was assumed that differentiation was mostly a unidirectional and irreversible route that cells undertake during lineage commitment. This dogma was rebutted by the groundbreaking discovery of Yamanaka and colleagues that the expression of four transcription factors (TFs) could reprogram mouse and human cells into a pluripotent stage (Takahashi and Yamanaka, 2006; Takahashi et al., 2007). Subsequent studies have established that cellular-fate conversion is also obtained by direct transdifferentiation between two distinct lineages. Transdifferentiation is generally achieved by overexpressing lineage-instructive TFs, as demonstrated by the effective cell-fate switching of fibroblasts into neuronal, hepatocyte, and cardiomyocyte lineages (Du et al., 2014; Huang et al., 2014; Ieda et al., 2010; Nam et al., 2013; Sekiya and Suzuki, 2011; Vierbuchen et al., 2010).

The hematopoietic system relies on the existence of a rare population of hematopoietic stem cells (HSCs) that are able to self-renew and reconstitute the entire system by generating all hematopoietic lineages. In the clinic, transfusion of HSCs and terminally differentiated blood cells (erythrocytes, platelets, and granulocytes) is used to successfully treat blood genetic disorders and malignancies. However, a major restriction to the wider use of these treatments is the limited availability of cells from donors with adequate match. An alternative strategy for the generation of patient-specific hematopoietic cells would be to differentiate induced pluripotent stem cells (iPSCs) to HSCs. Unfortunately, so far, the development of robust methods to produce blood cells and, in particular, transplantable long-term HSCs has met with limited success (Blum and Benvenisty, 2008; Sturgeon et al., 2013). Therefore, direct reprogramming of patient-derived cells by transdifferentiation represents an attractive alternative strategy for the generation of transplantable blood cells.

Hematopoiesis is governed by the combined functions of numerous TFs, complicating attempts to establish simple approaches toward transdifferentiation into this lineage. This complexity is highlighted by knockout studies that identified multiple regulators of blood cell generation including SCL, RUNX1, ERG, and GATA2 (Loughran et al., 2008; Okuda et al., 1996; Robb et al., 1996; Tsai et al., 1994). Genome-wide chromatin immunoprecipitation data indicated that these four factors, in conjunction with LMO2, LYL1, and FLI1, create a regulatory complex that mediates transcription of multiple genes in hematopoietic progenitor cells (Wilson et al., 2010). Each TF of this heptad has been shown to act at multiple stages of hematopoietic specification, maturation, and differentiation (Loose et al., 2007). For example, SCL is required during the formation of hemogenic endothelium precursors from hemangioblast and mesoderm (Lancrin et al., 2010). RUNX1 is critical for the emergence of hematopoietic progenitors and HSCs from hemogenic endothelium (Chen et al., 2009; Lancrin et al., 2010). ERG is required for the maintenance of fetal HSCs and also for the self-renewal and survival of adult HSCs (Loughran et al., 2008; Taoudi et al., 2011). Synergistic, antagonistic, and sequential relationships among these TFs create complex regulatory landscapes that shape the hematopoietic identity (Pimanda and Göttgens, 2010).

Previous studies have revealed an inherent plasticity of hematopoietic cells, as they are amenable to transdifferentiation and dedifferentiation. Recently, this approach has been remarkably employed for the generation of inducible HSCs (iHSCs) by reprogramming blood cells or endothelium (Riddell et al., 2014; Sandler et al., 2014). In both studies, cells capable of multilineage long-term engraftment were obtained by transient ectopic expression of TFs selectively expressed in HSPCs. Importantly, the successful generation of iHSCs required provision of a favorable niche for the maturation of the cells in the form of either the in vivo bone marrow environment or a vascular support mimicking the aorta-gonad-mesonephros (AGM) niche. However, reprogramming of differentiated blood cells might not be suitable for the generation of healthy transplantable cells for patients with blood malignancies or acquired genetic diseases (Pereira et al., 2014). In addition, it could prove very difficult to obtain enough endothelial cells from an adult patient to perform reprogramming. An approach more appropriate for this purpose, but also more challenging, would be to reprogram more developmentally distinct cell types, such as fibroblasts, into blood. In this context, it has been shown that the TFs PU.1 and cEBPα were capable of reprogramming fibroblasts into mature macrophage-like cells (Feng et al., 2008). However, reprogramming of fibroblasts to more immature hematopoietic progenitors has so far remained challenging. The first attempt, reported in 2010, involved the ectopic expression of the pluripotency factor OCT4 in human fibroblasts (Szabo et al., 2010). Although OCT4-induced hematopoietic progenitors exhibited myeloid and erythroid potential, lymphoid potential and long-term in vivo engraftment capacity were not achieved. Moreover, the use of the pluripotent TF OCT4 also raises concerns about tumorigenicity, as partial reprogramming induced by OCT4 could mimic a neoplastic state (Ohnishi et al., 2014). More recently, the combinatorial expression of a limited set of hematopoietic TFs, including GATA2, GFI1b, ETV6, and c-FOS in fibroblasts, was shown to induce a hemogenic endothelial cell fate (Pereira et al., 2013). However, the reprogrammed cells subsequently displayed only minimal hematopoietic potential despite coculture with placental cells.

In this report, we establish that fibroblasts can be rapidly and robustly reprogrammed to hematopoietic progenitors. The ectopic expression of five hematopoietic TFs, functionally selected from a range of 19 regulators, reproducibly induced hematopoietic fate in adult and embryonic fibroblasts within 8 days. The reprogrammed progenitors exhibited multilineage clonogenic capacity in vitro. Genome-wide transcriptional analyses of the reprogrammed cells revealed that the generation of hematopoietic progenitors was preceded by a hemogenic endothelial stage.

## Results

### Reprogramming of Fibroblasts to Hematopoietic Fate with a Pool of Hematopoietic TFs

The aim of the present study was to investigate whether the ectopic expression of specific hematopoietic TFs could result in a direct and rapid cell fate conversion to hematopoietic precursors. First, we carefully selected a set of 19 different hematopoietic TFs based on their expression and function during hematopoiesis (Table S1). The expression of most of the selected TFs spans from the onset of blood development during ontogeny to the adult blood system (Orkin and Zon, 2008). Lentiviruses expressing each individual factor were prepared and a cocktail of all TFs was used to infect primary fibroblasts. As a source of starting material, we used either embryonic day 14.5 (E14.5) mouse embryonic fibroblasts (MEFs) or mouse adult ear skin fibroblasts (MAFs). Prior to infection, these cells were depleted of any CD41-, CD31-, c-KIT-, and CD45-positive cells to eliminate potential contamination by hematopoietic and endothelial cells (Figure 1A). Posttransduction, the infected cells were switched to a media supporting the growth of hematopoietic cells, and the appearance of colonies containing round cells was monitored daily. Starting from day 8, we observed in transduced MEFs and MAFs cultures, but not in untransduced control cells, the emergence of colonies of small round cells often associated with cobblestone-like areas (Figure 1B). These colonies continued to expand during the following weeks of culture.

The transduced cells were next tested by immunostaining for the acquisition of the hematopoietic cell-surface markers c-KIT and CD41, which are expressed on emerging blood cells during embryonic development (Mikkola et al., 2003; Mitjavila-Garcia et al., 2002), and for the expression of hematopoietic genes. Live staining at day 12 indicated that cells in emerging colonies were positive for CD41 expression (Figure S1A). Flow cytometry (fluorescence-activated cell sorting [FACS]) analyses at day 21 confirmed the acquisition of CD41 and low levels of c-KIT expression by the transduced MEFs and MAFs (Figure S1B). Gene expression analyses on 3-weeks-posttransduced cells clearly indicated the downregulation of the fibroblasts markers (*Acta2* and *Fbn1*) (Figure 1C). In contrast, the expression of genes associated with erythroid (embryonic *β-H1* and adult *β-major* hemoglobin), megakaryocytic (*Pf4*), and myeloid (*Itgam* and *Mpo*) lineages were markedly upregulated in these cultures (Figure 1C). The expression of both *β-H1* and *β-major* hemoglobin genes suggests the presence of both primitive and definitive erythroid cells in these cultures. Having demonstrated the induction of a hematopoietic gene signature, we next sought to determine whether the reprogrammed cells possessed functional hematopoietic clonogenic potential. Day 21 reprogrammed MEFs and MAFs, but not untransduced fibroblasts, generated hematopoietic colonies containing macrophage, erythroid, and granulocytic cells upon replating in clonogenic assays (Figure 1D). May-Grünwald Giemsa staining confirmed the presence of cells with erythroid, megakaryocytic, and myeloid morphologies in these colonies (Figure 1E). Collectively, these experiments established that both embryonic and adult fibroblasts could be reprogrammed to hematopoietic cells upon the ectopic expression of 19 hematopoietic TFs.

### ERG, GATA2, LMO2, RUNX1c, and SCL Reprogram Fibroblasts to Blood

Our next aim was to define the minimal combination of TFs required for reprogramming to blood cells. By eliminating each TF individually from the pool, taking into account the redundancy among TFs, and reiteration, we established that a minimal set of five TFs (ERG, GATA2, LMO2, RUNX1c, and SCL) was able to robustly and reproducibly induce the generation of colonies of round cells in both adult and embryonic fibroblasts (Figure 2A, left; Movie S1). The efficiency of reprogramming was consistently higher in MEFs than in MAFs (Figure 2A, right). Several other combinations of TFs could also induce the generation of hematopoietic colonies from MEFs, albeit with lower efficiencies. The combination of ERG, FLI1, GATA2, PU.1, and SCL or the triad of FLI1, GATA2, and SCL, which controls the specification of mammalian hematopoietic progenitors (Pimanda et al., 2007), induced the generation of hematopoietic colonies in MEFs (Figure S2A). However, as the combination of the five TFs efficiently and reproducibly reprogrammed both MEFs and MAFs, we selected this set for further experiments. FACS analyses of day 21 MEF and MAF transduced cultures confirmed the acquisition of the hematopoietic markers c-KIT, CD41, CD45, CD11b, and TER119 (Figure 2B). Clonogenic assays and cytospin analysis of day 21 reprogrammed cells confirmed that five-TF-transduced MEFs and MAFs exhibited erythroid and myeloid potential (Figures 2C and 2D). Finally, sorted CD45/CD11b double-positive cells were able to uptake red fluorescent latex beads, demonstrating their phagocytic capacity and functionality (Figure 2E).

We next set out to determine the specific requirement for each TF and therefore performed “*N* minus 1” experiments. In MAFs, SCL, LMO2, and RUNX1c were more important than ERG and GATA2 for the generation of hematopoietic colonies (Figure S2B). In MEFs, SCL and LMO2 alone were sufficient, albeit at a lower efficiency, to generate hematopoietic colonies containing CD41-, CD45-, and c-KIT-positive cells (Figure S2C); in contrast, no colonies were obtained with these two TFs in MAFs (Figure S2C). To investigate if the hematopoietic phenotype of the reprogrammed cells was dependent on the sustained expression of the exogenous TFs, we performed quantitative RT-PCR (qRT-PCR) on day 4 and day 21 transduced MEFs with primers specific for exogenous transduced factors. These experiments demonstrated that the vector-driven transcription of all five TFs was silenced by day 21 (Figure S2D). In contrast, vector integration of all five viruses was enriched upon the emergence and expansion of blood cells in these cultures (Figure S2E). These results established the contribution of all five exogenous factors in the induction of the hematopoietic program. In addition, qRT-PCR specific for the endogenous genes indicated that expression of all five endogenous TFs was induced during reprogramming (Figure S2F). Finally, to determine the growth factors and cytokines essential to reprogram fibroblasts, we performed “*N* minus 1” experiments with MEFs. We observed that interleukin-3 (IL-3) was absolutely critical for reprogramming (Figure S2G), a finding consistent with its established role in the maintenance of hematopoietic progenitor cells. Collectively, our results indicate that the combination of ERG, GATA2, LMO2, RUNX1c, and SCL efficiently induces reprogramming of both embryonic and adult fibroblasts to blood.

### Five-TF-Induced Reprogramming Generates Multipotent Progenitors

Both morphological analysis and cell-surface staining data suggested that a large fraction of day 21 reprogrammed hematopoietic cells were already mature and differentiated at this stage (Figure 2D). To investigate whether fibroblasts were reprogrammed through a transient hematopoietic progenitor stage, or transdifferentiated more directly to mature blood cells, we investigated the emergence of cells positive for hematopoietic precursor markers by FACS. We observed from day 10 onward a sudden rise in the frequency of c-KIT/CD41 double-positive cells followed by a similar rise in the emergence of CD45^+^ cells from day 12 (Figure 3A). Time-course replating of transduced MEF cultures in semisolid colony assays indicated a transient peak of clonogenic potential around day 12–15 (Figure 3B), which correlated with higher frequencies of c-KIT^+^ cells. A similar gradual increase in the number of c-KIT^+^ cells and peak of clonogenic potential was observed in transduced MAF cultures (Figures S3A and S3B). Confirming the relationship between c-KIT acquisition and clonogenic potential, c-KIT^+^ cells displayed a higher clonogenic potential than c-KIT^−^ cells (data not shown). When c-KIT^+^ sorted cells were cultured in conditions that specifically support the growth of erythroid and myeloid cells, CD71/TER119 and CD11b/GR1 double-positive cells were respectively detected (Figure 3C). When evaluated in clonogenic replating assays, c-KIT^+^ cells generated colonies containing erythroid, megakaryocytic, and myeloid cells (Figure 3D). Relatively similar genomic integration levels of the five vectors were observed between erythroid TER119 and myeloid CD11b-positive cells (Figure S3C). This observation suggests that both lineages have similar TF requirements for their generation and/or that they are generated through a common progenitor. Collectively, these results indicate that hematopoietic progenitors with myeloid, erythroid, and megakaryocytic potential are generated early during reprogramming.

To investigate the presence of multipotential progenitors, we evaluated the frequency of clonogenic precursors in the c-KIT^+^ fraction, containing all hematopoietic progenitor cells, including the most immature precursors. Limiting dilution analyses indicated that 1 in 20 c-KIT^+^ cells generated colonies when cultured on OP-9 stromal cells (data not shown). To investigate if c-KIT^+^ cells have multilineage clonal ability, single day 12 fibroblast-derived c-KIT^+^ cells were sorted onto OP-9 stromal cells and amplified for 2 weeks (Figure 3E). FACS and May-Grünwald Giemsa staining indicated the presence of erythroid, myeloid, and megakaryocytic cells in cultures initiated with a single c-KIT^+^ cell (Figure 3E). These results suggest that fibroblasts are reprogrammed to the blood program, at least in part, through multipotential hematopoietic progenitor cells.

To further determine if hematopoietic stem cells might be generated during reprogramming, we performed FACS analyses for the SLAM markers on day 12 reprogrammed cells that were amplified on OP9-DL1. LIN^−^c-KIT^+^SCA1^+^ (LSK) cells were detected in these cultures, and some of the LSK cells were CD48^−^CD150^+^, indicating the presence of phenotypic HSCs (Figure S3D). Additionally, we also observed phenotypic HSCs identified by the combination EPCR^+^CD48^−^CD45^+^CD150^+^ (Figure S4A). We next investigated if these reprogrammed cells have the capacity to engraft mice in vivo. For this, we established E14.5 MEFs from a transgenic mouse carrying the GFP reporter cDNA under the control of the pan-hematopoietic *AI467606* gene promoter (Ferreras et al., 2011). We amplified day 12 reprogrammed cells on OP9-DL1 stromal cells for 2 weeks. At this stage, GFP^+^ cells, characterizing both progenitors and differentiated cells, or c-KIT^+^ cells, including the most immature progenitors, were sorted and injected into two irradiated immunocompromised mice per each group. After 2 weeks, we monitored the presence of GFP^+^ cells in the peripheral blood and detected short-term engraftment of both injected populations (Figures 3F and S4B). Engrafted cells were mostly TER119^+^ erythroid cells (Figure S4B). However, 8 weeks postinjection, we could not detect engraftment greater than 1% in peripheral blood (data not shown). Collectively, these results suggest that the five-TF-mediated reprogrammed cells have short-term engraftment capacity and that further optimization of the culture conditions or TF composition will be necessary to obtain long-term engraftment capacity.

### Loss of p53 Increases the Efficiency of Reprogramming to Blood

The loss of p53 or p16/p19 function has been shown to dramatically improve the efficiency of reprogramming to the pluripotent state (Hong et al., 2009; Li et al., 2009). We therefore investigated whether similarly deletion of these genes improved reprogramming of fibroblasts to blood. Following transduction with the five TFs, we observed significantly higher numbers of hematopoietic colonies generated by p53 and p16/p19-null MEFs than by wild-type MEFs (Figure 4A). These colonies emerged as early as 5 days after transduction, and scoring was performed on day 6, as their excessive proliferation precluded individual counting at later time points. Reprogramming of p53^−/−^ MEFs resulted in the emergence of hematopoietic progenitors with multilineage potential (Figures 4B and 4C). Also, loss of p53 or p16/p19 function significantly increased the frequency of TER119^+^ erythroid cells generated by reprogrammed cells (Figure 4D). Cells with mature megakaryocytic morphologies that stained positive for acetylcholinesterase activity were also more readily observed with p53^−/−^ reprogrammed MEFs (Figure 4E). To evaluate the lymphoid potential of p53^−/−^ reprogrammed cells, sorted c-KIT^+^ cells were cultured and passaged on OP-9 or OP9-DL1 stromal cells in culture conditions supporting B or T cell growth, respectively. Cells positive for the B cell markers B220/CD19 emerged and proliferated during the culture of reprogrammed p53^−/−^ MEFs (Figure 4Fi). A fraction of B220/CD19 double-positive reprogrammed p53^−/−^ cells were also positive for immunoglobulin M expression (Figure 4Fi). The B cell identity of sorted B220/CD19-positive cells was further confirmed by detection of V(D)J chain rearrangements by PCR and sequencing (Figure 4Fii). Similarly, some reprogrammed p53^−/−^ MEFs cells cultured on OP9-DL1 stromal cells acquired the expression of the early T cell marker CD25 and displayed T cell receptor rearrangements, confirming early T lymphoid commitment (Figures 4Gi and 4Gii). Collectively, these results demonstrate that p53^−/−^ MEFs are more efficiently reprogrammed to hematopoietic progenitors with erythroid, myeloid, megakaryocyte, and B and T lymphoid lineage potential than wild-type MEFs, indicating that P53 expression is a barrier for reprogramming to blood.

### Reprogramming to Blood Occurs via an Intermediate Endothelial Stage

We next investigated the molecular events and cellular processes leading to the reprogramming of fibroblasts to blood progenitors. The rapid emergence of hematopoietic colonies suggested that the reprogramming did not involve a pluripotent stem cell stage with subsequent differentiation into blood cells. Accordingly, the expression of pluripotent markers (*Oct4*, *Sox2*, and *Nanog*) was not detected during the course of reprogramming (Figure 5A). The detection of embryonic hemoglobin *β-H1* expression in reprogrammed cells (Figure 1C) suggested that the reprogramming process might recapitulate to some extent embryonic hematopoiesis. During embryonic hematopoiesis, mesodermal hemangioblast precursors generate primitive as well as definitive blood cells through an intermediate hemogenic endothelium stage. We evaluated by PCR whether the reprogramming of fibroblasts to blood process was associated with any of these distinct embryonic steps. Although we did not detect any expression of the *Brachyury* mesodermal marker (data not shown), we clearly observed a peak of endothelial gene expression (*Cdh5*, *Tie2*, and *Icam1*; *Pecam1* and *Vwf*) early in reprogramming (Figures 5B and 5C). In contrast, hematopoietic genes (*Itga2b*, *Mpo*, and *Pu.1*) showed a delayed but steady increase in expression from day 12 to day 21 (Figure 5D). Live staining for vascular endothelial cadherin (CDH5) performed on day 5 cultures confirmed the early emergence of clusters of CDH5^+^ endothelial cells (Figure 5E). To determine if these endothelial cells corresponded to hemogenic endothelium that gives rise to differentiated blood cells, we sorted CDH5^+^ and CDH5^−^ cells from c-KIT-depleted day 6 transduced MEFs to eliminate any potential hematopoietic precursors. The cells were then cultured in conditions that support the transition to hematopoietic progenitors before seeding them in clonogenic assays. As shown in Figure 5F, CDH5^+^, but not CDH5^−^, cells generated hematopoietic colonies, demonstrating their hemogenic potential. In addition, these c-KIT^−^/CDH5^+^ endothelial cells acquired the hematopoietic markers CD41, CD45, and c-KIT upon culture on OP9 (Figure S5A). We concluded from these results that reprogramming of fibroblasts to blood cells proceeds through an intermediate hemogenic endothelial cellular stage.

### Transcriptome Analyses on Reprogrammed Cells

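Gene expression was measured on 6 Mouse Exon 1.0 ST arrays, which carry probe sets for single exons. Mouse embryonic fibroblasts (MEFs) from day 14.5 embryos that received no factor, CDH5+ cells sorted at day 8 after transduction with the 5 factors, and c-KIT+ cells sorted at day 12 were each measured on 2 arrays. CDH5 is VE-cadherin, a junction protein of endothelial cells, and c-KIT is the receptor for stem cell factor. The authors deposited normalized log2 values for 26323 Ensembl genes, with array medians from 5.54 to 5.62. How the arrays were normalized is not given in the sources used here. The values were used as deposited, with no filter and no further scaling. A linear model with a mean for each group was fitted to each gene with limma over the 6 arrays, so that the 3 groups share an estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. The fit has 3 residual degrees of freedom per gene, and the number of arrays limits its precision. Untreated MEFs were the least alike as a pair, with a Pearson correlation across genes of 0.907, against 0.944 for the CDH5+ pair and 0.969 for the c-KIT+ pair. The probe sets read transcripts of a gene whether they come from the genome or from a vector, so levels of Erg, Gata2, Lmo2, Runx1 and Tal1, which encodes SCL, include any vector transcripts that the probe sets match.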

To define the global changes in gene expression driving reprogramming of fibroblasts to hematopoietic lineages, we performed exon array analyses on biological replicates of untreated MEFs (Un), day 8 sorted CDH5^+^ cells, and day 12 sorted c-KIT^+^ cells. 

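Genes with large rises from untreated MEFs included S100a8, Hbb-y and Stfa2l1, and genes with large falls Lrrc15, Cnn1 and Aspn. In CDH5+ cells, S100a8, a calcium-binding protein of neutrophils, was 7.56 higher on the log2 scale (standard error 0.26, limma adjusted p = 0.000868). The embryonic globin Hbb-y was 7.49 higher and the basophil protease Mcpt8 6.88 higher. Lrrc15 had a log2 difference of -4.62 and Cnn1, the smooth muscle protein calponin, -4.39, both at adjusted p under 0.05. In c-KIT+ cells, Stfa2l1 and Stfa1, both stefins, were 8.54 and 8.37 above untreated MEFs, and the granule protease Gzmb was 7.64 above them. Aspn, a matrix proteoglycan, had a log2 difference of -5.73 and the imprinted noncoding RNA H19 -4.15. The rises began from untreated levels of 2.25 to 4.78, and Lrrc15, Cnn1 and Aspn fell to levels of 5.52 or less, all within the background, for which the 95th percentile of 884 olfactory receptor genes was 5.90 or more on each array, so background limits these sizes and they do not rank the genes. CDH5+ cells differed from untreated MEFs in 254 genes with higher and 56 with lower expression, and c-KIT+ cells in 854 and 716. Of the genes with higher expression, 235 and 652 began from untreated means within that background, and of those with lower expression 34 and 470 ended within it. Between c-KIT+ and CDH5+ cells, limma called 0 genes, with a lowest adjusted p of 0.111, while 2944 genes were higher and 1261 lower at an unadjusted p under 0.05, where 1316 of 26323 are expected by chance. Limma with an intensity trend and with robust variance estimation also called 0. Over the 3 groups together, the moderated F-test of limma called 868 genes at an adjusted p under 0.05, of which 795 are protein coding. With either c-KIT+ array left out the F-test called 89 or 86 genes, and with untreated replicate 2 or CDH5+ replicate 2 left out it called 1519 or 566.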

We identified 868 significantly (5% false discovery rate [FDR]) differentially expressed genes (DEGs). Principal component analyses based on these DEGs confirmed the correlation between replicates and the differences between cells at the three stages of reprogramming (Figure S6A). 

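Along the first component of the 868 DEGs, which held 88.5% of their variance, untreated MEFs scored -50.0 and -50.1, CDH5+ cells 8.42 and 18.7, and c-KIT+ cells 36.9 and 36.0. The second component held 9.36% and set both CDH5+ arrays, at 14.5 and 17.9, apart from the other 4 arrays, which lay between -12.4 and -3.78. These genes were selected for differing between the groups. Over all 26323 genes the first component held 50.9%, and on the second component untreated replicate 2 scored -60.4 and untreated replicate 1 21.9. Genes of the cell cycle, a list of 33, were higher in untreated replicate 2 than in replicate 1 by a median of 2.60 on the log2 scale. The keratin gene Krt18 was higher there too, at 8.69 against 5.06, and the matrix gene Dcn lower, at 7.82 against 11.86.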

We then performed hierarchical clustering on DEGs and observed three main clusters (Figure 6A). 

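Clustered by complete linkage on the correlation of their scaled values, the 868 DEGs split into a group of 295 genes highest in untreated MEFs, a group of 53 highest in CDH5+ cells and a group of 520 highest in c-KIT+ cells. Of the genes that Fig. 6A names, 5 of 6 fibroblast genes, such as Acta2, were placed in the falling group, 7 of 7 endothelial genes, such as Cdh5, in the transient group and 14 of 14 blood genes, such as Kit, in the rising group, and Fgf3 was placed in the rising group. The CDH5+ mean lay between the means of the other 2 groups for 267 DEGs that were lower at each step and 481 that were higher at each step. A further 85 DEGs were higher and then lower, and 35 lower and then higher. In 0 DEGs did both steps pass an adjusted p under 0.05 in limma, since the step from CDH5+ to c-KIT+ cells gave no call. The steps share the CDH5+ arrays, and in simulated unchanged genes 33.4% were higher and then lower and 16.8% higher at each step, against 21.9% and 21.3% of all 26323 measured genes. Lower and then higher were 33.3% of simulated and 38.2% of measured genes. The DEGs, with 9.79% higher and then lower and 55.4% higher at each step, were selected for differing, so they do not compare directly with unchanged genes.

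**Figure D1:**
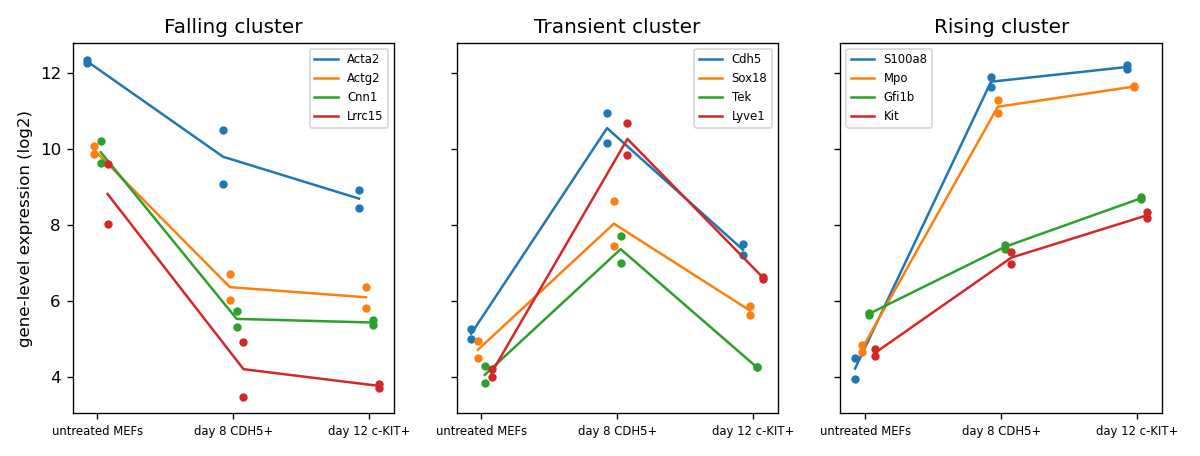
Gene-level log2 expression of 12 genes on each of the 6 arrays, by group of DEGs, with points for arrays and lines through the means of 2 arrays. Cdh5 stands at 10.55 in CDH5+ cells and at 5.13 in untreated MEFs.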

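Several contractile genes had fallen in CDH5+ cells, and most had in c-KIT+ cells. Of genes of smooth muscle and the contractile apparatus in CDH5+ cells against untreated MEFs, 0 of 25 measured members were higher and 5 lower at an adjusted p under 0.05 (0 higher and 20 lower when adjusted over the list alone), and the median log2 difference of the list was -1.62 (limma's camera, adjusted p = 2.81e-18, and adjusted p = 0.0749 with an estimated correlation). Cnn1 fell by 4.39 and Actg2, an enteric smooth muscle actin, by 3.62 on the log2 scale, both past an adjusted p of 0.05. The list follows a theme of the paper's first cluster of these samples and holds Actg2, which Fig. 6A names, so its direction is not independent evidence. In c-KIT+ cells against untreated MEFs, 0 of 25 measured members were higher and 17 lower at an adjusted p under 0.05 (0 higher and 22 lower when adjusted over the list alone), and the median log2 difference of the list was -2.07 (limma's camera, adjusted p = 1.48e-19, and adjusted p = 0.0939 with an estimated correlation). Myl9, a myosin light chain, fell by 3.73. Among 20 genes of actin filaments and focal adhesions, 12 were lower and 0 higher in c-KIT+ cells than in untreated MEFs (camera adjusted p = 4.6e-12, and adjusted p = 0.138 with an estimated correlation), led by Nexn at -3.98. Genes of cell-cell adhesion moved both ways, with 7 lower, such as Cdh11 at -4.49, and 3 higher, such as Itga4 at 3.25. The 295 DEGs of the falling group had a median log2 difference of -1.31 from untreated MEFs to CDH5+ cells and -0.99 from there to c-KIT+ cells, and 267 of them had their CDH5+ mean between the others. Cnn1, Nexn and Cdh11 fell into the background set by olfactory receptor genes and Itga4 rose from it, which limits the sizes given.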

The first cluster mostly contained genes that were gradually downregulated from untransduced MEFs to CDH5^+^ and then to c-KIT^+^ populations and were associated with adhesion and muscular development (Figure 6A; Table S2). This cluster included fibroblast-specific genes (*Acta2*, *Actg2*, *Col2A*, *Col4a1*, *Col5a1*, and *Fgf3*) that were silenced during reprogramming. 

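Acta2, smooth muscle actin (ENSMUSG00000035783), measured 12.31 ± 0.06 on the log2 scale in untreated MEFs, 9.80 ± 1.01 in CDH5+ cells and 8.70 ± 0.34 in c-KIT+ cells (SD, n = 2 arrays each). From untreated MEFs to c-KIT+ cells it fell by 3.62 (standard error 0.48, limma adjusted p = 0.0155). The collagen genes Col4a1 and Col5a1 fell by 2.04 and 2.62, and Col2a1 fell too (limma adjusted p = 0.0202). Col4a1, a basement membrane collagen, passed no test in CDH5+ cells, where its log2 difference from untreated MEFs was 0.20 (limma adjusted p = 0.757). Fgf3, a fibroblast growth factor (ENSMUSG00000031074), rose by 3.58 in c-KIT+ cells (standard error 0.35, limma adjusted p = 0.00586), from 4.92 ± 0.65 in untreated MEFs through 6.67 ± 0.28 to 8.50 ± 0.0044 (SD, n = 2 arrays each). Of a list of fibroblast and extracellular matrix genes in c-KIT+ cells against untreated MEFs, 0 of 36 measured members were higher and 19 lower at an adjusted p under 0.05 (1 higher and 31 lower when adjusted over the list alone), and the median log2 difference of the list was -2.59 (limma's camera, adjusted p = 5.87e-20, and adjusted p = 0.214 with an estimated correlation). Postn and Fbn2, both matrix genes, fell by 4.79 and 3.93. This list too follows the paper's first cluster, so its direction is not independent evidence. Background limits the sizes for Col2a1, Postn and Fbn2, which fell into the range of olfactory receptor genes, and for Fgf3, which rose from it. In CDH5+ cells 1 of the 36 was lower, the elastin gene Eln, and 0 were higher (16 lower and 0 higher when adjusted over the list alone, and 22 and 0 at an unadjusted p under 0.05). The median log2 difference from untreated MEFs was -1.60 there (limma's camera, adjusted p = 1.02e-11, and adjusted p = 0.320 with an estimated correlation), and replicate 1 had higher levels than replicate 2 for all 36, with a median difference, replicate 2 minus replicate 1, of -1.53.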

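All 53 DEGs of the group highest in CDH5+ cells had a higher mean in CDH5+ cells than in untreated MEFs and a lower mean in c-KIT+ cells than in CDH5+ cells. Lyve1, a hyaluronan receptor of lymphatic and embryonic endothelium (ENSMUSG00000030787), was 6.17 higher in CDH5+ cells than in untreated MEFs on the log2 scale (standard error 0.31, limma adjusted p = 0.00165), and its difference from CDH5+ to c-KIT+ cells was -3.67 (limma adjusted p = 0.111). Tek, the angiopoietin receptor TIE2, was 3.31 higher in CDH5+ cells (limma adjusted p = 0.0108) and had a difference of -3.11 at the second step (limma adjusted p = 0.111). The median log2 difference over the group was 2.12 at the first step and -2.22 at the second. At the first step 32 of the 53 genes passed an adjusted p under 0.05. At the second step limma called 0 of them, and all 53 had an unadjusted p under 0.05. The group was formed on these same values as the genes highest in CDH5+ cells, so these directions and unadjusted counts follow from the selection. In untreated MEFs Lyve1 and Tek were within the background, as was Tek in c-KIT+ cells, and this limits the sizes of their differences.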

The second cluster encompassed genes that were upregulated in CDH5^+^ cells but then downregulated in c-KIT^+^ cells. These genes were mainly of endothelial nature and associated with blood vessel development and cell-cell adhesion (Figure 6A; Table S2). 

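The endothelial transcription factors Sox18 and Sox7 were 3.33 and 2.94 higher on the log2 scale in CDH5+ cells than in untreated MEFs (limma adjusted p = 0.0282 and 0.0347). Cdh5 itself, on which the cells were sorted (ENSMUSG00000031871), measured 5.13 ± 0.18 in untreated MEFs, 10.55 ± 0.56 in CDH5+ cells and 7.35 ± 0.20 in c-KIT+ cells (SD, n = 2 arrays each). Esam, an endothelial adhesion molecule, and Stab1, a scavenger receptor, were 3.34 and 2.65 higher in CDH5+ cells. Of 35 genes of angiogenesis and vessel morphogenesis outside the endothelial list, 1, Hhex, was higher in CDH5+ cells, and 2, Unc5b and Sema3a, were lower. Their median log2 difference was -0.09, and ran from -0.27 to 0.20 with each array left out (limma's camera, direction up, adjusted p = 0.967). Among 14 arterial genes, Cxcr4, a chemokine receptor also found on blood cells, was higher at 4.56 and Unc5b lower. Of 14 venous and lymphatic genes, Lyve1, Aplnr and Stab1 were higher and 0 were lower (limma's camera, adjusted p = 8.74e-06, and adjusted p = 0.0679 with an estimated correlation). The median log2 difference of the 14 was 0.25, with 10 positive and 4 negative. Fig. 6A names Lyve1 and Stab1, so the direction of this list is not independent evidence. Among 32 genes of cell-cell adhesion, 4 were higher in CDH5+ cells, namely Itgb3 and the endothelial genes Esam, Cldn5 and Icam2, and 0 were lower (10 higher and 5 lower when adjusted over the list alone, and 11 and 8 at an unadjusted p under 0.05). The median log2 difference of these genes was -0.18, and ran from -0.18 to 0.25 with each array left out (limma's camera, direction up, adjusted p = 0.0885). Sox18, Sox7, Cdh5, Esam, Stab1 and Cxcr4 had untreated levels within the background of olfactory receptor genes, so the sizes of their rises are limited by it.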

The third cluster included genes that were moderately expressed in CDH5^+^ cells, highly expressed in c-KIT^+^ populations, and associated with ontology terms such as development of the hematopoietic program, leukocyte migration, chemotaxis, and response to infection/wounding ontology terms (Figure 6A; Table S2). 

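Many blood genes of the group highest in c-KIT+ cells were already above untreated MEFs in CDH5+ cells. Gfi1b, a repressor needed for red cell and platelet formation (ENSMUSG00000026815), measured 5.65 ± 0.05 in untreated MEFs, 7.42 ± 0.06 in CDH5+ cells and 8.70 ± 0.04 in c-KIT+ cells on the log2 scale (SD, n = 2 arrays each). It rose by 3.05 from untreated MEFs to c-KIT+ cells (limma adjusted p = 0.00170). Kit rose by 3.62, Spi1, which encodes PU.1, by 3.86 and Pf4, platelet factor 4, by 5.59. Of genes of leukocyte migration and chemotaxis in c-KIT+ cells against untreated MEFs, 25 of 39 measured members were higher and 1 lower at an adjusted p under 0.05 (28 higher and 1 lower when adjusted over the list alone), and the median log2 difference of the list was 2.79 (limma's camera, adjusted p = 6.45e-18, and adjusted p = 0.0939 with an estimated correlation). The member that fell was Lsp1, at -1.95. Of genes of the response to bacteria, 12 of 38 measured members were higher and 0 lower at an adjusted p under 0.05 (22 higher and 1 lower when adjusted over the list alone), and the median log2 difference of the list was 1.25 (limma's camera, adjusted p = 1.06e-10, and adjusted p = 0.138 with an estimated correlation). Ngp and Camp, granule proteins of neutrophils, were 7.49 and 5.86 higher. Ngp, Camp, Gfi1b, Kit, Spi1, Pf4 and Myb rose from untreated levels within the background of olfactory receptor genes, and Lsp1 fell into it, which limits these sizes. Among 28 blood transcription factors other than the transduced 5, 16 were higher and 0 lower (limma's camera, adjusted p = 4.6e-12, and adjusted p = 0.0927 with an estimated correlation), with Myb at 6.72. Erg and Cd93 had lower means in c-KIT+ than in CDH5+ cells, by log2 differences of -0.51 and -0.18 that did not pass the test. Runx1 missed the F-test at an adjusted p of 0.0669. In the contrast of c-KIT+ cells with untreated MEFs, all 5 transduced factors, Runx1 among them, were higher at an adjusted p under 0.05 in limma. Over the 520 DEGs the median log2 difference was 1.72 at the first step and 0.95 at the second.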

Pathway analyses with DAVID confirmed that hematopoietic pathways were already activated in the CDH5^+^ fraction, a finding consistent with a hemogenic endothelium identity (Table S2). 

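In CDH5+ cells against untreated MEFs, Cd53 and Tyrobp, of a list of genes shared by most leukocytes, rose, Cd53 by 4.77 and the adaptor Tyrobp by 4.36 on the log2 scale. Of this list, 20 of 34 measured members were higher and 0 lower at an adjusted p under 0.05 (31 higher and 0 lower when adjusted over the list alone), and the median log2 difference of the list was 2.48 (limma's camera, adjusted p = 2.3e-38, and adjusted p = 0.0898 with an estimated correlation). Of neutrophil lineage genes, 14 of 27 were higher and 0 were lower (20 and 0 when adjusted over the list alone), with limma's camera at adjusted p = 4.62e-30 and adjusted p = 0.0726 with an estimated correlation. Mpo, myeloperoxidase, was 6.38 higher (standard error 0.21, limma adjusted p = 0.000868). Of mast cell and basophil genes, 12 of 32 were higher and 0 were lower (17 and 0 when adjusted over the list alone), with limma's camera at adjusted p = 1.77e-20 and adjusted p = 0.0366 with an estimated correlation. Cpa3, a mast cell protease, was 5.51 higher. Of red cell genes, 7 of 25 were higher and 0 were lower (17 and 0 when adjusted over the list alone), with limma's camera at adjusted p = 2.76e-19 and adjusted p = 0.0874 with an estimated correlation. Hbb-bh1, an embryonic globin, was 2.81 higher. For Cd53, Tyrobp, Mpo, Cpa3 and Hbb-bh1 the untreated level was within the background of olfactory receptor genes, which limits the sizes of these differences. Of megakaryocyte and platelet genes, 12 of 27 were higher and 0 were lower (20 and 2 when adjusted over the list alone), with limma's camera at adjusted p = 2.03e-20 and adjusted p = 0.0366 with an estimated correlation. Of monocyte and macrophage genes, 7 of 37 were higher and 0 were lower (19 and 0 when adjusted over the list alone), with limma's camera at adjusted p = 1.53e-15 and adjusted p = 0.0749 with an estimated correlation. Among 18 B lymphoid genes 0 were higher and 0 lower in limma, with 0 higher and 1 lower at an unadjusted p under 0.05. Ptprc, which encodes CD45, had a log2 difference of 0.08 (limma adjusted p = 0.890). It lay within the background on all 6 arrays, at 3.67 to 4.25, so this value does not tell whether CD45 was absent.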

To further confirm this transient upregulation of the endothelial program, we performed gene set enrichment analyses (GSEA) with endothelial-specific genes. 

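The endothelial list, fixed from knowledge of endothelium and the genes named in Fig. 6A, was higher in CDH5+ cells than on either side of them. Part of it was chosen by the study on these samples, so its direction is not independent evidence. In CDH5+ cells against untreated MEFs, 21 of 51 measured members were higher and 0 lower at an adjusted p under 0.05 (37 higher and 0 lower when adjusted over the list alone), and the median log2 difference of the list was 1.77 (limma's camera, adjusted p = 3.63e-32, and adjusted p = 0.0837 with an estimated correlation). Besides the genes of Fig. 6A, Myct1 and the apelin receptor gene Aplnr were 4.50 and 4.44 higher on the log2 scale. In c-KIT+ cells against CDH5+ cells, 0 of 51 measured members were higher and 0 lower at an adjusted p under 0.05 (2 higher and 29 lower when adjusted over the list alone), and the median log2 difference of the list was -1.40 (limma's camera, adjusted p = 3.27e-21, and adjusted p = 0.300 with an estimated correlation). At an unadjusted p under 0.05 in limma, 3 members were higher and 30 lower. Aplnr had a log2 difference of -3.42 and Kdr, the main VEGF receptor gene, -2.56 at that step, and neither passed the test over all genes. Levels within the background limit the sizes given for Myct1 and Pecam1 in untreated MEFs, for Kdr in c-KIT+ cells and for Aplnr in both. Against untreated MEFs, c-KIT+ cells had 10 members higher, such as Pecam1 at 3.82, and had 3 lower, Nrp1, Nrp2 and Ecscr.

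**Figure D2:**
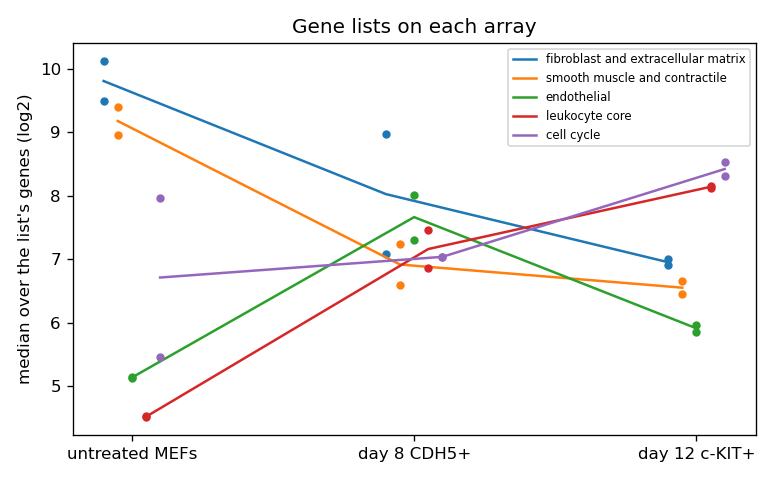
Median log2 expression over the genes of 5 lists on each of the 6 arrays, with points for arrays and lines through the means of 2 arrays. The endothelial list has medians of 7.31 and 8.02 in CDH5+ cells and of 5.85 and 5.97 in c-KIT+ cells.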

As expected, genes upregulated between MEFs and CDH5^+^ cells, and downregulated between CDH5^+^ and c-KIT^+^ cells, were positively correlated with an endothelial gene signature (Figure 6B). These analyses also indicated an enrichment for genes specifically upregulated in CDH5^+^ cells for early hematopoietic progenitors signature, whereas c-KIT^+^-specific genes were more closely associated with late or differentiated hematopoietic progenitor cells (Figures 6C and S6B). 

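Between c-KIT+ and CDH5+ cells, no gene of the stem cell or committed progenitor lists passed the test over all genes, and the medians of the lists lay on opposite sides of 0. In c-KIT+ against CDH5+ cells, of the stem cell list 0 of 35 measured members were higher and 0 lower at an adjusted p under 0.05 (0 higher and 7 lower when adjusted over the list alone), and the median log2 difference of the list was -0.44 (limma's camera, adjusted p = 2.44e-05, and adjusted p = 0.189 with an estimated correlation). Of these genes 13 had a positive difference, and the median ran from -0.55 to -0.13 with each array left out. The unadjusted p was under 0.05 in limma for 2 higher and 12 lower members. The largest differences were in Tek, Gimap6 and Esam, of which Tek and Esam are also endothelial genes. For Gimap6 the log2 difference was -2.70 (limma adjusted p = 0.129). Of committed progenitor genes, 0 of 27 measured members were higher and 0 lower at an adjusted p under 0.05 (11 higher and 1 lower when adjusted over the list alone), and the median log2 difference of the list was 0.64 (limma's camera, adjusted p = 3.71e-05, and adjusted p = 0.346 with an estimated correlation). Here 14 members were higher and 2 lower at an unadjusted p under 0.05. Limma's fry, another list test, gave adjusted p = 0.0321 for both lists, down for the stem cell list and up for the committed progenitor list. Elane, neutrophil elastase, had a log2 difference of 1.71 and Cebpe, a granulocyte transcription factor, 1.29, while Cd38 went the other way at -2.01, and none of them passed the test over all genes. Against untreated MEFs, CDH5+ cells already had 12 of the 27 committed progenitor genes higher, such as Myb at 5.97, and 5 of the 35 stem cell genes. The level of Gimap6 in c-KIT+ cells and that of Myb in untreated MEFs were within the background, which limits these sizes. The lists were fixed from knowledge of these cells and are not the gene sets of Fig. 6C, which were not used here.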

Finally, we investigated to which extent our reprogrammed cells were similar to HSCs by comparing our transcriptome signature with previously published data sets from different HSC populations isolated from diverse hematopoietic tissues (McKinney-Freeman et al., 2012). We observed that CDH5^+^ cells clustered with AGM, placental, and yolk sac HSCs that have been classified as specifying HSCs. Interestingly, c-KIT^+^ cells clustered more closely with definitive HSCs from fetal liver, bone marrow, and embryonic stem cell (ESC)-derived HSCs (Figure 6D). Collectively, our transcriptome analyses further support the concept that reprogramming to hematopoietic progenitors proceeds through a hemogenic endothelium intermediate. This CDH5^+^ cell population, while displaying clear evidence of its endothelial nature, also expressed hematopoietic genes and displayed similarity with emerging HSCs and early progenitors, whereas the later c-KIT^+^ population was more closely associated with hematopoietic progenitors.

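Of the 868 DEGs, 222 of the 520 highest in c-KIT+ cells were above untreated MEFs already in CDH5+ cells at an adjusted p under 0.05 in limma. In the same sort, Cdh5, Sox18, Mpo and S100a8 were each above untreated MEFs at an adjusted p under 0.05. The arrays measured sorted populations, so these values do not tell whether the same cells held both endothelial and blood transcripts. The paper states that its transcriptome data add to the case for a hemogenic endothelium on the way from fibroblasts to blood progenitors.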

## Discussion

In this study, we establish that fibroblasts can be robustly reprogrammed to hematopoietic cell fate by concomitant ectopic expression of the hematopoietic TFs ERG, GATA2, LMO2, RUNX1c, and SCL. These five TFs have been shown to interact and act at diverse stages of the hematopoietic program; i.e., from the onset of its development to the more established adult hematopoietic hierarchy (Wilson et al., 2010). In particular, SCL, GATA2, and FLI1, a distinct but related-to-ERG ETS factor, form an interconnected regulatory triad that is activated during specification of HSCs (Pimanda et al., 2007). Once established, this circuit is self-maintained, providing the newly specified progenitors with a memory of their stemness in a similar fashion as OCT4, SOX2, and NANOG in pluripotent ESCs (Boyer et al., 2005). Furthermore, ERG, when expressed along with HOXA9 and RORA, has also been shown to confer multilineage potential to myeloid-restricted precursors (Doulatov et al., 2013). The transcription factor SCL and its binding partners are implicated in the induction of the hematopoietic program in mesoderm and the generation of hemogenic endothelium (Gering et al., 2003; Lancrin et al., 2009). Finally, RUNX1 physically interacts with SCL, ERG, and GATA2 and is critical for the transition from hemogenic endothelium to hematopoietic stem and progenitor cells (HSPCs) (Chen et al., 2009; Lancrin et al., 2010; Wilson et al., 2010). Furthermore, enforced expression of the isoform RUNX1a enhances hematopoietic lineage commitment from human ESCs and iPSCs (Ran et al., 2013). The close functional association among these five TFs during normal HSPCs generation could explain why we functionally identified them as the best combination of TFs to robustly induce a complex hematopoietic program in differentiated fibroblasts. Interestingly we also demonstrated that SCL and LMO2 are sufficient to induce hematopoietic fate in embryonic but not adult fibroblasts. This finding raises the interesting prospect that a limited set of small-molecule modulators could reinforce reprogramming or even circumvent the need for viral transduction.

We observed that the generation of blood precursors by the ectopic expression of our set of five TFs is a very fast process. The first morphological signs of cellfate switching were observed by day 5 followed by the emergence and proliferation of c-KIT^+^ progenitors by 8 days. These cells exhibited a wide range of differentiation potential with robust generation of granulocytes and functional macrophages and, to a lower extent, erythrocytes and megakaryocytes. Furthermore, using fibroblasts with a p53^−/−^ background broadened the range and increased the frequency of the generated lineages. In addition to larger pool of erythrocytes and megakaryocytes, we were able to generate B and T cells at different developmental stages. The results obtained with p53^−/−^ MEFs provide a proof of principle that our combination of five TFs is suitable for reprogramming to all major blood lineages. The addition of small-molecule modulators that transiently increase epigenetic plasticity or briefly inhibit p53 or p16 might further extend the range and frequency of lineages generated from wild-type fibroblasts. In contrast, a permanent inactivation of p53 might not be desirable given the requirement for p53 to limit aberrant self-renewal (Zhao et al., 2010).

Establishing methods for transdifferentiation of nonhematopoietic cells to blood lineage remains challenging due to significant epigenetic barriers to overcome and the need to induce and maintain complex regulatory networks in these cells. So far, there are only two reports describing transdifferentiation of fibroblasts to blood progenitors. In the first study, hematopoietic progenitors with multilineage potential were generated by overexpression of a single pluripotency factor, OCT4, in a hematopoietic-supportive culture environment (Szabo et al., 2010). The use of a pluripotent TF, however, raises some concerns about tumorigenicity. In the second report, Pereira et al. demonstrated that ectopic expression of c-FOS, ETV6, GATA2, and GFI1b reprogrammed fibroblasts to hemogenic endothelial cells, which upon further coculture with placental cells generated myeloid cells, albeit with a low efficiency (around 10 colonies for 100,000 starting MEFs) (Pereira et al., 2013). Although reprogramming by c-FOS, ETV6, GATA2, and GFI1b, as well as our combination of five TFs, seems to transit through a similar hemogenic endothelium intermediate stage, the efficiency and kinetics are quite different. While these authors identified a hemogenic endothelium population emerging by day 35 of reprogramming, our results indicate the emergence of an endothelial population as early as day 5. We detected c-KIT^+^ functional hematopoietic progenitors with multilineage potential as early as 8 days after transduction, whereas Pereira et al. obtained only limited myeloid potential after more than 6 weeks of culture. Collectively, these results indicate that our combination of TFs induce the rapid generation of a multipotent blood progenitors with better efficiency than previously reported.

Several lines of evidence suggest that the reprogramming of fibroblasts to blood cells recapitulates the embryonic process of blood development. CD41, the first hematopoietic marker we detected at the surface of transitioning reprogrammed cells, is widely expressed on the earliest blood progenitors generated during ontogeny (Figure S1A) (Ferkowicz et al., 2003; Mikkola et al., 2003; Mitjavila-Garcia et al., 2002; Robin et al., 2011). The detection of primitive erythrocytes expressing the embryonic βH1-hemoglobin also suggests that these TFs are inducing early developmental steps. Moreover, the presence of a transient hemogenic endothelium population resembles the endothelial-to-hematopoietic transition that takes place during blood development in the yolk sac or dorsal aorta (Boisset et al., 2010; Jaffredo et al., 1998; Lancrin et al., 2009; Zovein et al., 2008). Finally, the detection of phenotypic HSCs, as well as the gene expression profile clustering of the CDH5^+^ cell population with specifying HSC cell populations, further supports the hypothesis that the reprogramming mimics early hematopoietic development (Figures 6D, S3D, and S4A). The fact that we are recapitulating the normal embryonic program of blood development suggests that it may be only due to the limitations of the in vitro cultures that we cannot functionally identify an emerging HSC population. The reports by the Rossi and Rafii’s laboratories emphasize the requirement for a supportive niche to obtain engraftable populations upon reprogramming of blood or endothelial cells (Riddell et al., 2014; Sandler et al., 2014). Providing a similar in vivo bone marrow or in vitro vascular support might greatly improve the repopulation potential of cells generated from fibroblasts and therefore will be a major direction for further research.

In conclusion, we provide a report of efficient and rapid reprogramming of fibroblasts to blood progenitors with a limited set of hematopoietic TFs. Fibroblasts represent an accessible and safe starting cell population for reprogramming. Despite many remaining questions, the approach reported here holds a huge promise and should be further optimized and developed for its safe use in clinical settings.

## Experimental Procedures

### MEF and MAF Preparation

E14.5 MEFs were isolated as described previously (Sroczynska et al., 2009). MAFs were isolated from the ears of 2- to 6-month-old mice by collagenase digestion. Passage 0 fibroblasts were cultured until confluent and frozen. Before infection, MEFs and MAFs were depleted of cells positive for the hematopoietic/endothelial markers CD41, CD31, c-KIT, and CD45.

### Lentivirus Transduction, Colony-Forming Unit Assay, and Reaggregation

MEFs/MAFs (15,000) were seeded on a gelatin-coated 12-well plate, and after 24 hr viral transductions were carried out in the presence of 10 μg/ml diethylaminoethyl dextran. After 4 hr of transduction, the cultures were placed in hematopoietic media (1× Iscove’s modified Dulbecco’s medium supplemented with plasma-derived serum [PDS; Antech], 10% protein-free hybridoma medium [PFM; GIBCO], 0.5 mM ascorbic acid, 4.5 × 10^−4^ M MTG, 2 mM L-glutamine, 80 mg/ml transferrin, 1% c-KIT ligand, 1% IL-3, 1% granulocyte-macrophage colony-stimulating factor, 1% thrombopoietin conditioned media, 4 U/ml erythropoietin [Ortho-Biotech], 10 ng/ml macrophage colony-stimulating factor, 10 ng/ml IL-6, 5 ng/ml IL-11 [all from R&D Systems], and 50 μg/ml penicillin-streptomycin). Colony-forming unit (cfu) assays were performed as described previously (Sroczynska et al., 2009). To evaluate the presence of hemogenic endothelium, CDH5^+^ and CDH5^−^ cells were sorted from day 6 cultures that were depleted for c-KIT^+^ cells to avoid hematopoietic contamination. A total of 20,000 sorted cells were mixed with 100,000 irradiated OP9 cells, cultured overnight in hanging-drop cultures, and then on Durapore filter (Millipore) for another 4 days. Single-cell suspensions obtained following dissociation with collagenase/dispase solution were assayed in cfu assays.

### Transplantation Assay

E14.5 MEFs for transplantation experiments were obtained from a reporter mouse line with GFP expression under the control of *AI467606* promoter (Ferreras et al., 2011). Day 12 transduced cells were harvested and further expanded for 2 weeks on OP-DL1 stroma cells in hematopoietic medium. GFP- or c-KIT-positive cells were sorted and intravenously injected in 6- to 8-week-old lethally irradiated NSG mice (n = 2). The level of engraftment was determined by GFP expression in peripheral blood. All animal work was performed under regulations set out by the Home Office Legislation under the 1986 United Kingdom Animal Scientific Procedures Act.

### Affymetrix Analyses and Integration of Data Sets

Global gene expression analyses were done using the Mouse Exon 1.0 ST arrays. The R/Bioconductor package LIMMA was used to identify genes that were differentially expressed among the three conditions. Differentially expressed genes were obtained with significant p value and at 5% FDR. The distance weighted discrimination (Benito et al., 2004) method for cross-platform normalization was done for our transcriptome data sets along with McKinney data sets (McKinney-Freeman et al., 2012). Hierarchical clustering was performed using the complete linkage.

## Author Contributions

K.B. and M.F. designed and performed experiments, analyzed the data, and wrote the manuscript. V.K. and G.L. designed and supervised the research project, analyzed the data, and wrote the manuscript.

## Figures and Tables

**Figure 1:**
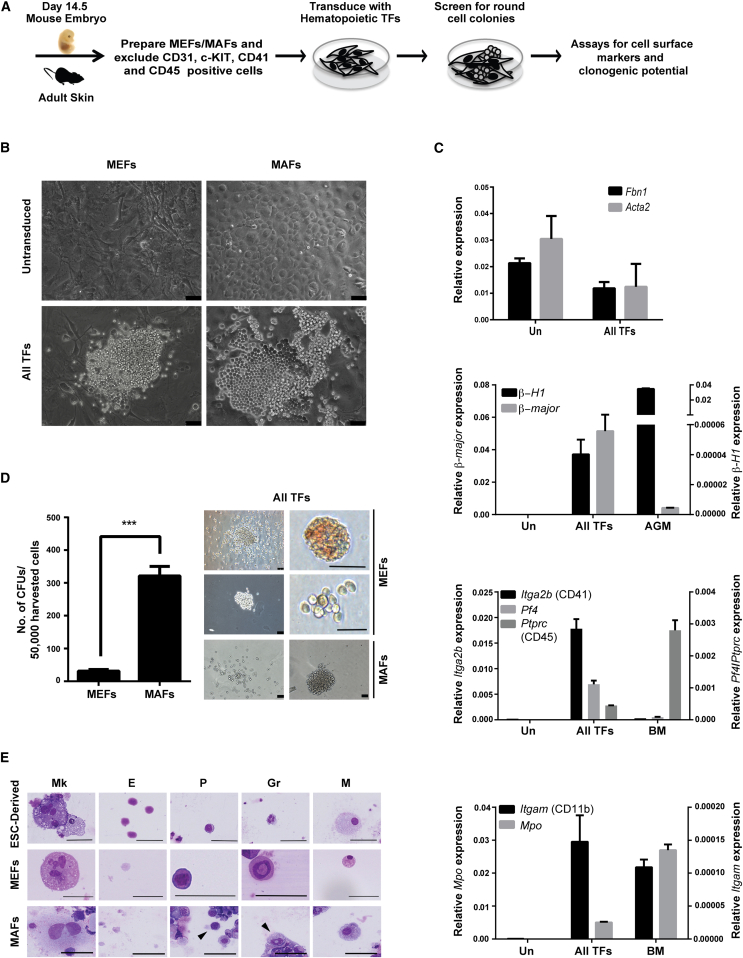
Screen for Hematopoiesis-Inducing TFs (A) Schematic representation of experimental strategy. Murine embryonic fibroblasts (MEFs) were prepared from day 14.5 embryos, and murine adult fibroblasts (MAFs) were prepared from adult ear skin. Cells expressing the surface markers CD31, CD41, c-KIT, and CD45 were excluded from the starting populations. Sorted cells were transduced with a cocktail of all TFs. After 21 days of culture, cells were analyzed for hematopoietic cell-surface markers, clonogenic capacity, and cellular and nuclear morphology. (B) Bright-field images of untransduced and all TFs transduced MEFs and MAFs at day 12. (C) Relative gene expression levels of indicated genes with respect to β-actin in untransduced (Un), all-TF-transduced MEFs, control bone marrow (BM), and control E10.5 aorta-gonad-mesonephros (AGM) region cells. Data presented are representative of one out of three independent experiments performed in triplicate (n = 3; mean ± SD). (D) Number of hematopoietic colonies generated by 50,000 all-TF-transduced day 21 harvested MEFs/MAFs (left). Mean ± SEM from two independent experiments performed in triplicates is shown (n = 2). Representative bright-field images of the different types of colonies observed (right). (E) Cellular morphology of day 21 transduced MEFs/MAFs and ESC-derived hematopoietic cells. Arrowheads depict indicated morphologies. Gr, granulocyte; M, macrophage; P, progenitor; E, erythrocyte; Mk, megakaryocyte, Scale bars represent 50 μm. Asterisks indicate significant differences (Student’s t test; ^∗∗∗^p < 0.0005).

**Figure 2:**
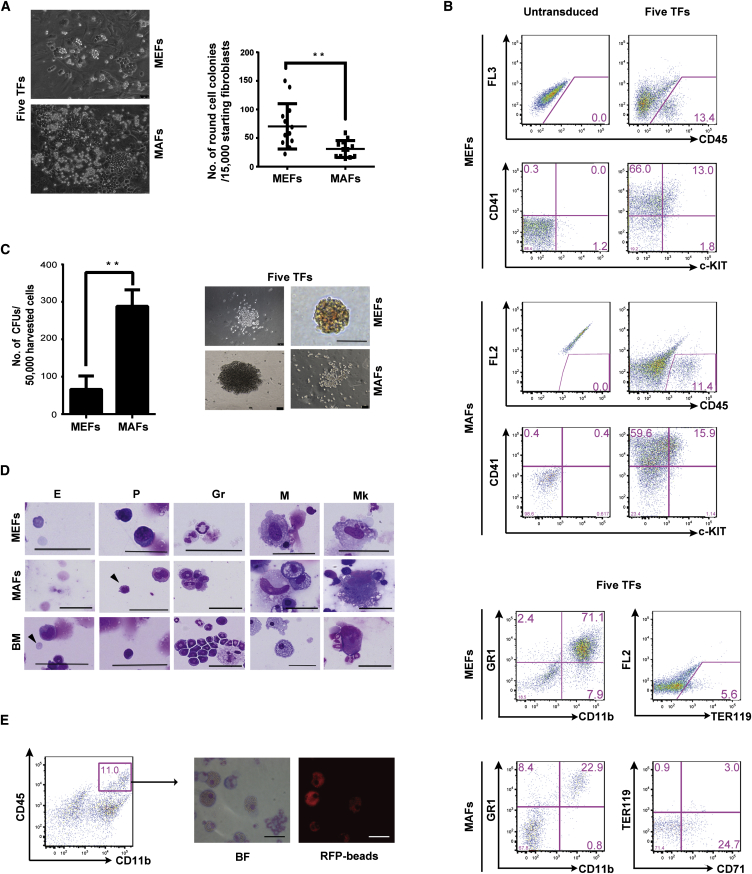
Five TFs Induce Reprogramming to Blood (A) Bright-field images of five TFs transduced MEFs/MAFs at day 12 (left). Number of round cell colonies observed per 15,000 transduced MEFs/MAFs (right, n = 5, mean ± SEM). (B) FACS analysis of untransduced and five-TF-transduced MEFs and MAFs at day 21. (C) Number of hematopoietic colonies generated by 50,000 five-TF-transduced day 21 harvested MEFs/MAFs (left, n = 4, mean ± SEM). Representative bright-field images of the different types of colonies observed (right). (D) Cellular morphology analyses of day 21 transduced MEFs/MAFs and control bone marrow (BM) derived cells. Arrowheads depict indicated morphology. Gr, granulocyte; M, macrophage; P, progenitor; E, erythrocyte; Mk, megakaryocyte. Scale bars represent 50 μm. (E) Phagocytic capacity of CD45/CD11b double-positive cells. Asterisks indicate significant differences (Student’s t test; ^∗∗^p < 0.01).

**Figure 3:**
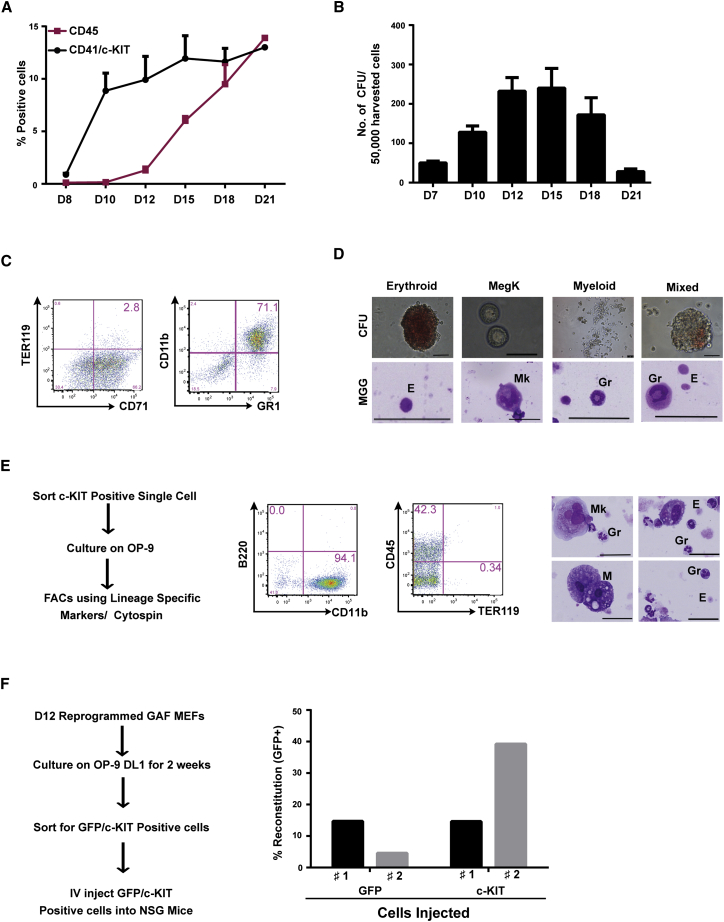
Multilineage Potential of Five-TF-Reprogrammed Cells (A) Acquisition of hematopoietic cell surface markers during the course of reprogramming. Average percentages of cells expressing CD41, c-KIT, and CD45 are represented at indicated intervals after five-TF transduction of MEFs (n = 2, performed in duplicate; mean ± SD). (B) Number of hematopoietic colonies generated by 50,000 reprogrammed MEFs from day 7 to day 21 (n = 2, performed in duplicate; mean ± SEM). (C and D) Multilineage potential of five TFs reprogrammed day 12 sorted c-KIT^+^ cells. (C) Sorted c-KIT^+^ cells were cultured under erythroid and myeloid culture conditions for 1 week and FACS analyzed for cell-surface markers. (D) Morphology of colonies and cells generated by sorted c-KIT^+^ cells. (E) FACS and cellular morphology of cells derived from day 12 sorted single c-KIT^+^ cell expanded on OP9 for 2 weeks (n = 3). (F) Percentage reconstitution in peripheral blood determined by detection of donor-derived GFP^+^ cells after 2 weeks of transplantation in two individual mice per group (1 and 2) either with GFP^+^ or c-KIT^+^ reprogrammed cells.

**Figure 4:**
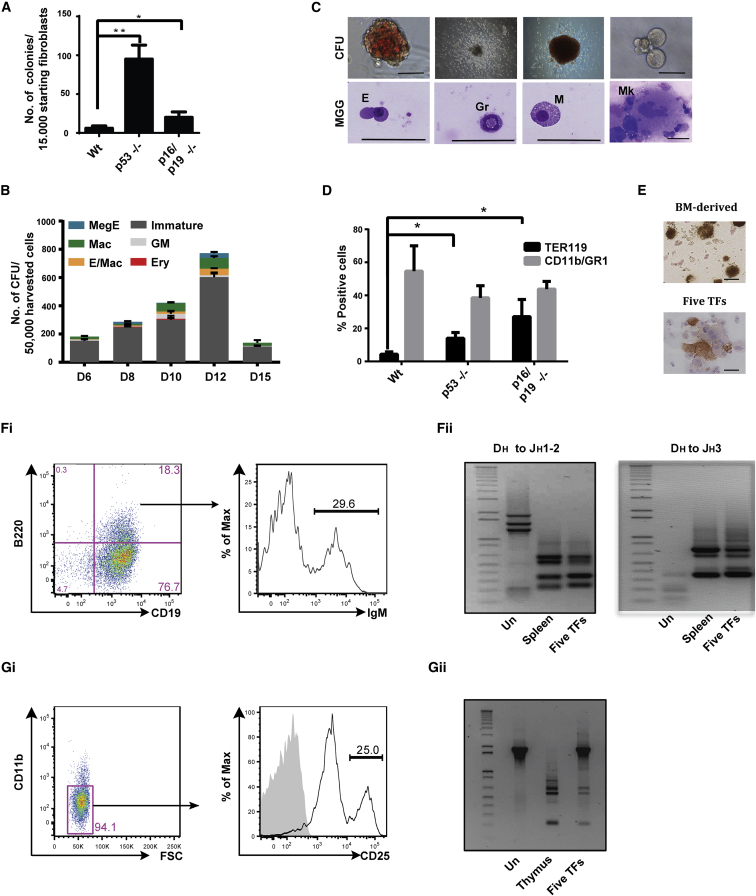
Reprogramming p53-Null MEFs (A) Number of round cell colonies observed at day 6 per 15,000 transduced WT, p53^−/−^, and p16/p19^−/−^ MEFs (n = 4; mean ± SEM). (B) Number and types of hematopoietic colonies generated by 50,000 five-TF-reprogrammed p53^−/−^ MEFs harvested from day 6 to 15. Data presented are mean ± SEM of triplicates in a representative experiment (n = 2). (C) Morphology of colonies and cells obtained from five-TF-transduced day 12 sorted c-KIT^+^ p53^−/−^ MEFs. (D) Average percentage of TER119 and CD11b/GR1 double-positive cells generated by day 12 sorted c-KIT^+^ cells from WT, p53^−/−^, and p16/p19^−/−^ transduced MEFs (n = 3; mean ± SEM). (E) Acetylcholinesterase staining of megakaryocytes derived from bone marrow or generated by day 12 sorted c-KIT^+^ reprogrammed p53^−/−^ MEFs. (Fi) FACS analysis of c-KIT^+^ sorted reprogrammed p53^−/−^ MEFs after expansion on OP9 in lymphoid medium. (Fii) BCR rearrangements detection in B220^+^/CD19^+^ sorted reprogrammed p53^−/−^ MEFs, control untransduced MEFs (Un) and spleen cells. (Gi) FACS analysis of c-KIT^+^ sorted reprogrammed p53^−/−^ MEFs after expansion on OP9-DL1 in lymphoid medium. (Gii) TCR rearrangement detection in sorted CD25^+^ reprogrammed p53^−/−^ MEFs, control untransduced MEFs (Un) and thymus cells. Asterisk(s) represents statistical significance (Student’s t test; ^∗^p < 0.05, ^∗∗^p < 0.01).

**Figure 5:**
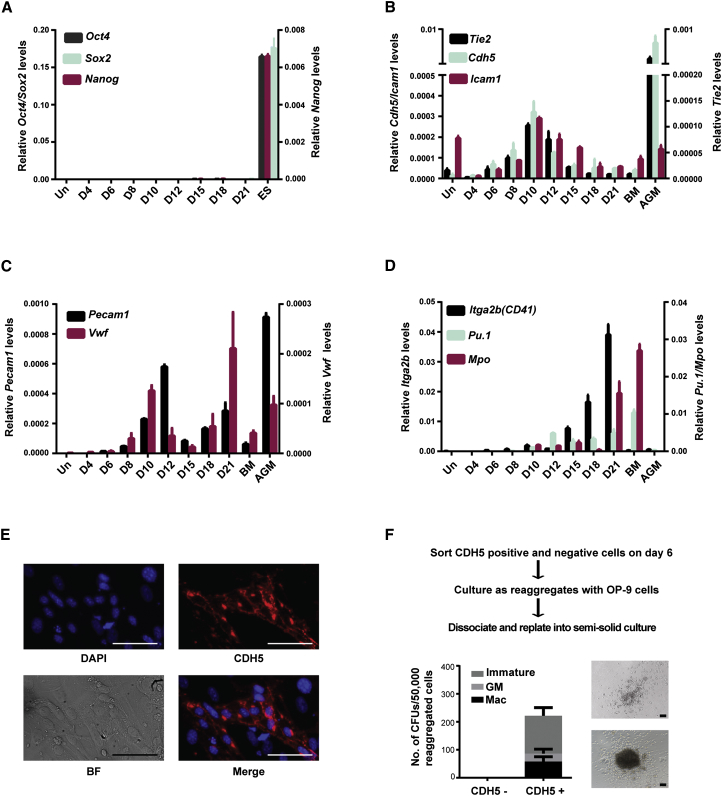
Fibroblasts Are Reprogrammed to Blood via an Intermediate Hemogenic Endothelial Stage (A–D) Relative gene expression levels of pluripotent (A), endothelial (B), endothelial/ hematopoietic (C), and hematopoietic (D) markers with respect to β-actin at indicated days after five-TF transduction and in control bone marrow (BM) and aorta-gonad-mesonephros (AGM) region cells. Data presented are mean ± SD from one representative experiment (n = 3). (E) Immunostaining of day 5 five-TF-transduced MEFs for CDH5 (red) and DAPI (blue). (F) Schematic strategy to determine hemogenic potential of CDH5^−^cKIT^−^ and CDH5^+^cKIT^−^ five-TF-transduced cells (top). Number, type, and morphology of hematopoietic colonies generated by sorted cells reaggregated with irradiated OP9 stromal cells. Data presented are mean ± SEM of triplicates of a representative experiment (n = 2). Scale bars represent 50 μm.

**Figure 6:**
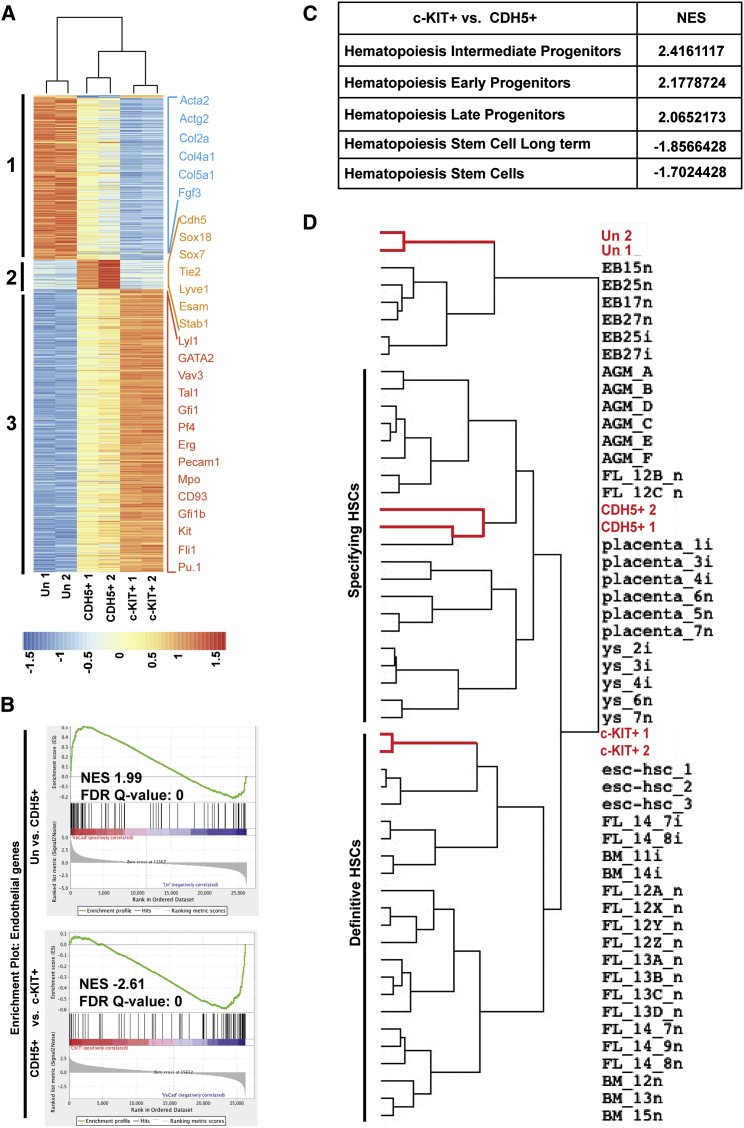
Global Transcriptome Analyses of Reprogrammed Cells Day 8 CDH5^+^ (CDH5-positive) and day 12 c-KIT^+^ (c-KIT-positive) flow-sorted cells were compared to untreated (Un) MEFs in duplicate by mouse Affymetrix exon arrays. (A) Hierarchical clustering of differentially expressed genes (DEGs) among untreated MEFs, day 8 sorted CDH5^+^, and day 12 sorted c-KIT^+^ cells. Genes specific to specified cell types are shown on the right. (B) Gene set enrichment analysis (GSEA) for endothelial gene signature in untreated, CDH5^+^, and c-KIT^+^ transcriptomes. (C) Normalized enrichment score (NES) values obtained after performing GSEA for indicated gene sets comparing CDH5^+^ and c-KIT^+^ transcriptome data sets. (D) Unsupervised hierarchical clustering of DEGs in our transcriptome data sets along with expression in HSCs from different hematopoietic organs (McKinney-Freeman et al., 2012).

## Accession Numbers

Affymetrix data were deposited in the Gene Expression Omnibus under the accession number GSE59428.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Tables S1 and S2

Movie S1. Time-Lapse Imaging of Five-TF-Transduced MEFs from Day 3 to 13 of Reprogramming, Related to Figure 2

Document S2. Article plus Supplemental Information

# Supplementary material for: Direct Reprogramming of Murine Fibroblasts to Hematopoietic Progenitor Cells
**Source:** Cell Rep. 2014 Nov 26;9(5):1871–84. doi: 10.1016/j.celrep.2014.11.002
**Supplement:** Document S2. Article plus Supplemental Information

Direct Reprogramming of Murine Fibroblasts to Hematopoietic Progenitor Cells

Graphical Abstract

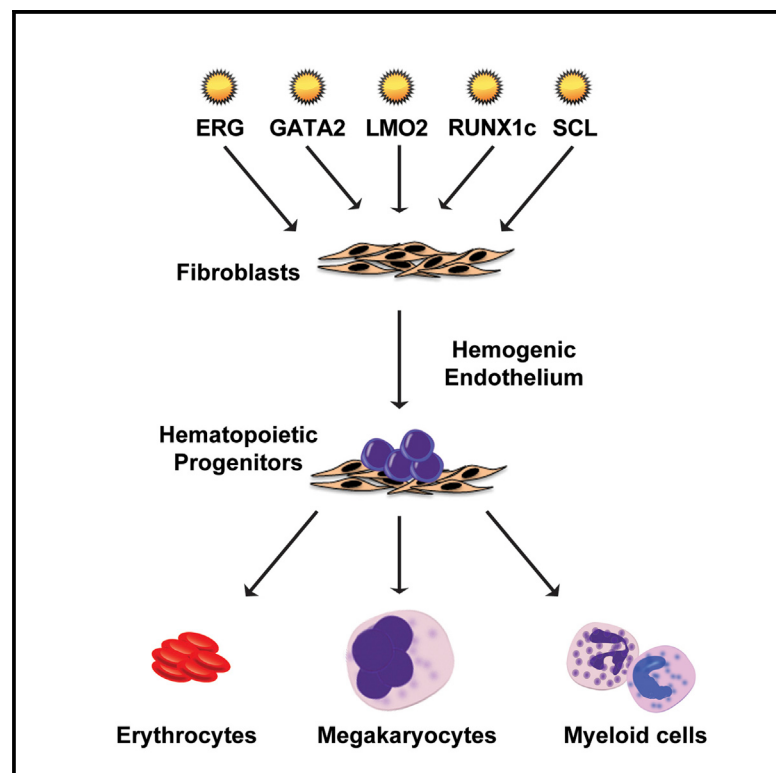

Authors

Kiran Batta, Magdalena Florkowska, Valerie Kouskoff, Georges Lacaud

In Brief

Batta et al. demonstrate that murine fibroblasts are reprogrammed to hematopoietic progenitors, with erythroid, megakaryocyte, and myeloid potential, by ectopic expression of hematopoietic transcription factors. Reprogramming efficiency is increased by loss of p53 function, and generation of blood cells is preceded by the appearance of hemogenic endothelium.

Highlights

ERG, GATA2, LMO2, RUNX1c, and SCL reprogram fibroblasts to blood

Reprogrammed fibroblasts have multilineage hematopoietic potential

Loss of p53 increases efficiency and multilineage potential of reprogrammed cells

Generation of blood progenitors is preceded by the appearance of hemogenic cells

Accession Numbers

GSE59428

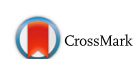

Direct Reprogramming of Murine Fibroblasts to Hematopoietic Progenitor Cells

Kiran Batta,^{1,3} Magdalena Florkowska,^{1,3} Valerie Kouskoff,² and Georges Lacaud^{1,*}

³Co-first author

<http://dx.doi.org/10.1016/j.celrep.2014.11.002>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/3.0/>).

SUMMARY

Recent reports have shown that somatic cells, under appropriate culture conditions, could be directly reprogrammed to cardiac, hepatic, or neuronal phenotype by lineage-specific transcription factors. In this study, we demonstrate that both embryonic and adult somatic fibroblasts can be efficiently reprogrammed to clonal multilineage hematopoietic progenitors by the ectopic expression of the transcription factors ERG, GATA2, LMO2, RUNX1c, and SCL. These reprogrammed cells were stably expanded on stromal cells and possessed short-term reconstitution ability *in vivo*. Loss of p53 function facilitated reprogramming to blood, and p53^{-/-} reprogrammed cells efficiently generated erythroid, megakaryocytic, myeloid, and lymphoid lineages. Genome-wide analyses revealed that generation of hematopoietic progenitors was preceded by the appearance of hemogenic endothelial cells expressing endothelial and hematopoietic genes. Altogether, our findings suggest that direct reprogramming could represent a valid alternative approach to the differentiation of embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs) for disease modeling and autologous blood cell therapies.

INTRODUCTION

Until recently, it was assumed that differentiation was mostly a unidirectional and irreversible route that cells undertake during lineage commitment. This dogma was rebutted by the groundbreaking discovery of Yamanaka and colleagues that the expression of four transcription factors (TFs) could reprogram mouse and human cells into a pluripotent stage (Takahashi and Yamanaka, 2006; Takahashi et al., 2007). Subsequent studies have established that cellular-fate conversion is also obtained by direct transdifferentiation between two distinct lineages. Transdifferentiation is generally achieved by overexpress-

ing lineage-instructive TFs, as demonstrated by the effective cell-fate switching of fibroblasts into neuronal, hepatocyte, and cardiomyocyte lineages (Du et al., 2014; Huang et al., 2014; Ieda et al., 2010; Nam et al., 2013; Sekiya and Suzuki, 2011; Vierbuchen et al., 2010).

The hematopoietic system relies on the existence of a rare population of hematopoietic stem cells (HSCs) that are able to self-renew and reconstitute the entire system by generating all hematopoietic lineages. In the clinic, transfusion of HSCs and terminally differentiated blood cells (erythrocytes, platelets, and granulocytes) is used to successfully treat blood genetic disorders and malignancies. However, a major restriction to the wider use of these treatments is the limited availability of cells from donors with adequate match. An alternative strategy for the generation of patient-specific hematopoietic cells would be to differentiate induced pluripotent stem cells (iPSCs) to HSCs. Unfortunately, so far, the development of robust methods to produce blood cells and, in particular, transplantable long-term HSCs has met with limited success (Blum and Benvenisty, 2008; Sturgeon et al., 2013). Therefore, direct reprogramming of patient-derived cells by transdifferentiation represents an attractive alternative strategy for the generation of transplantable blood cells.

Hematopoiesis is governed by the combined functions of numerous TFs, complicating attempts to establish simple approaches toward transdifferentiation into this lineage. This complexity is highlighted by knockout studies that identified multiple regulators of blood cell generation including SCL, RUNX1, ERG, and GATA2 (Loughran et al., 2008; Okuda et al., 1996; Robb et al., 1996; Tsai et al., 1994). Genome-wide chromatin immunoprecipitation data indicated that these four factors, in conjunction with LMO2, LYL1, and FLI1, create a regulatory complex that mediates transcription of multiple genes in hematopoietic progenitor cells (Wilson et al., 2010). Each TF of this heptad has been shown to act at multiple stages of hematopoietic specification, maturation, and differentiation (Loose et al., 2007). For example, SCL is required during the formation of hemogenic endothelium precursors from hemangioblast and mesoderm (Lancrin et al., 2010). RUNX1 is critical for the emergence of hematopoietic progenitors and HSCs from hemogenic endothelium (Chen et al., 2009; Lancrin et al., 2010). ERG is required for the maintenance of fetal HSCs and also for the

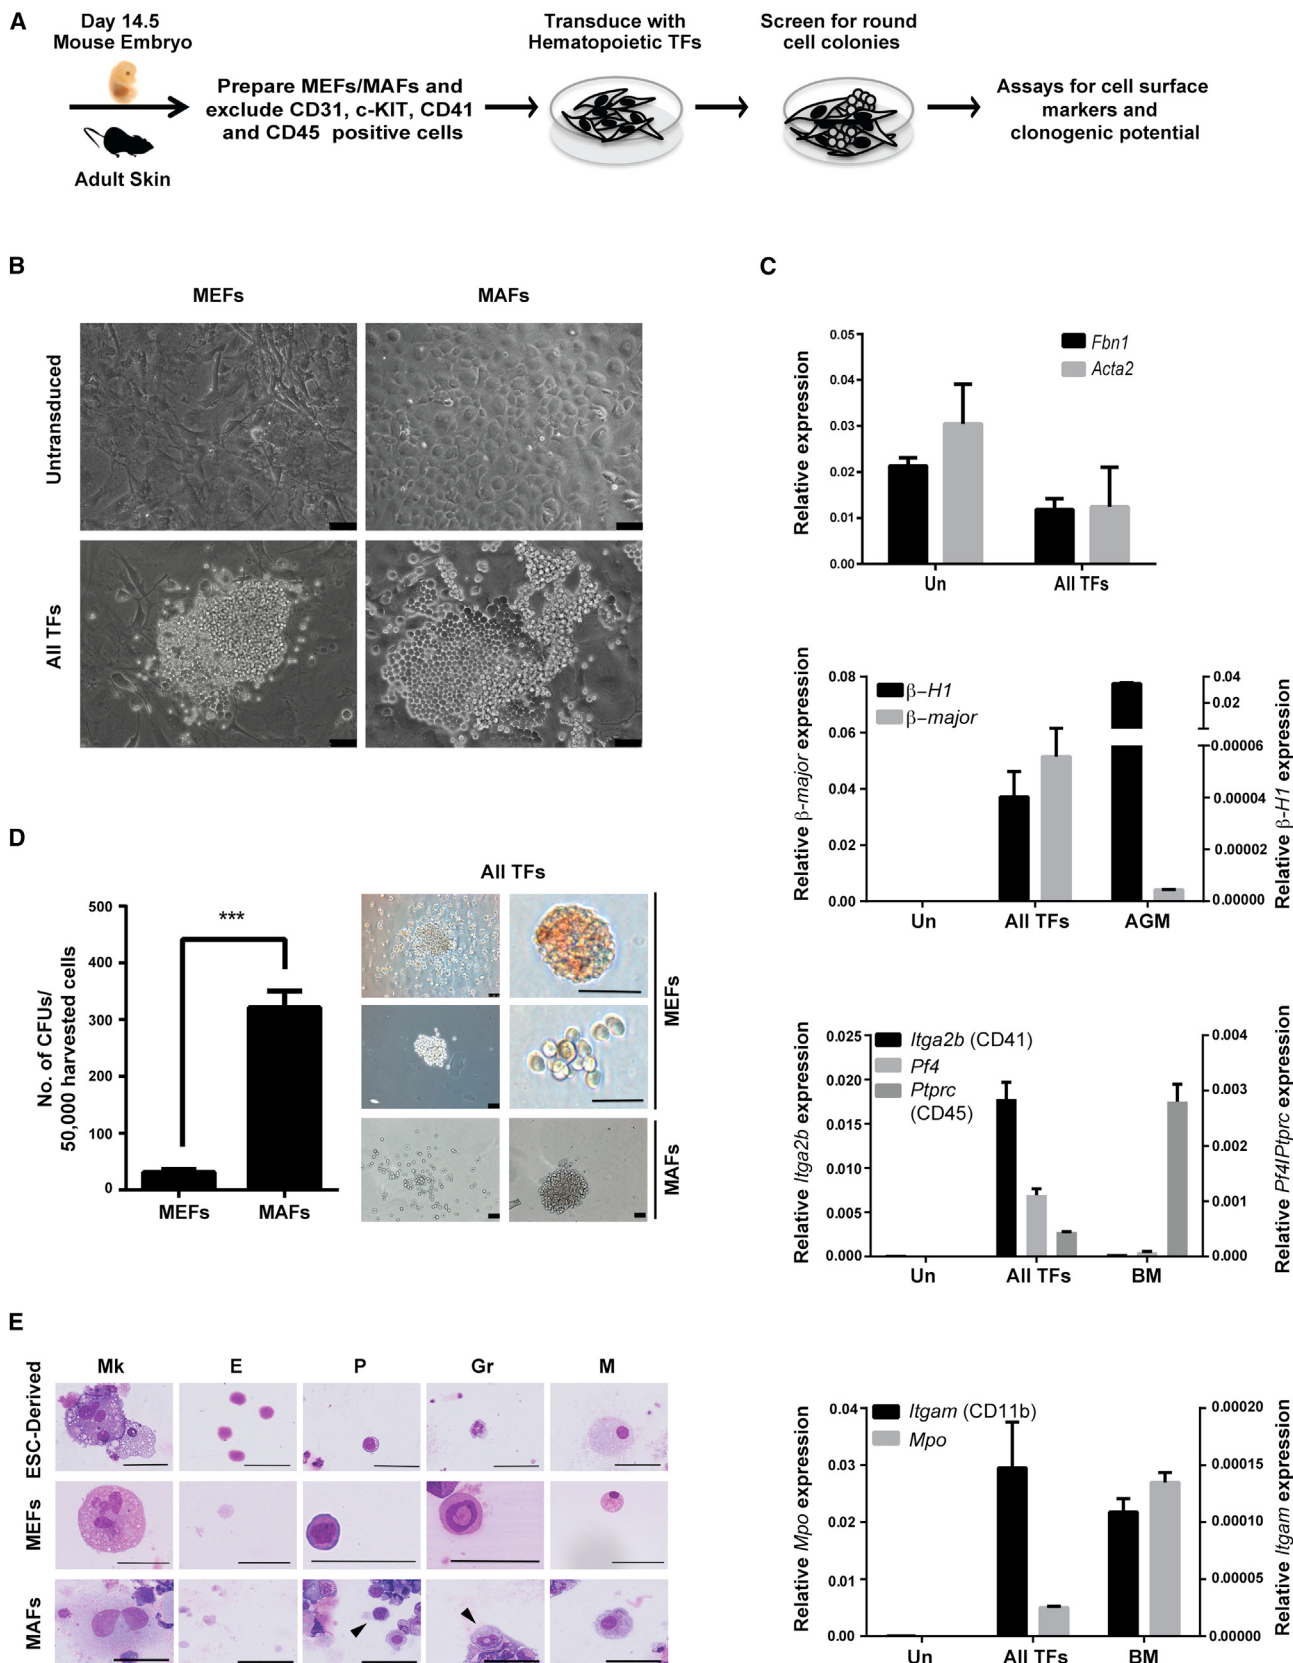

(legend on next page)

self-renewal and survival of adult HSCs (Loughran et al., 2008; Taoudi et al., 2011). Synergistic, antagonistic, and sequential relationships among these TFs create complex regulatory landscapes that shape the hematopoietic identity (Pimanda and Göttgens, 2010).

Previous studies have revealed an inherent plasticity of hematopoietic cells, as they are amenable to transdifferentiation and dedifferentiation. Recently, this approach has been remarkably employed for the generation of inducible HSCs (iHSCs) by reprogramming blood cells or endothelium (Riddell et al., 2014; Sandler et al., 2014). In both studies, cells capable of multilineage long-term engraftment were obtained by transient ectopic expression of TFs selectively expressed in HSPCs. Importantly, the successful generation of iHSCs required provision of a favorable niche for the maturation of the cells in the form of either the *in vivo* bone marrow environment or a vascular support mimicking the aorta-gonad-mesonephros (AGM) niche. However, reprogramming of differentiated blood cells might not be suitable for the generation of healthy transplantable cells for patients with blood malignancies or acquired genetic diseases (Pereira et al., 2014). In addition, it could prove very difficult to obtain enough endothelial cells from an adult patient to perform reprogramming. An approach more appropriate for this purpose, but also more challenging, would be to reprogram more developmentally distinct cell types, such as fibroblasts, into blood. In this context, it has been shown that the TFs PU.1 and cEBP α were capable of reprogramming fibroblasts into mature macrophage-like cells (Feng et al., 2008). However, reprogramming of fibroblasts to more immature hematopoietic progenitors has so far remained challenging. The first attempt, reported in 2010, involved the ectopic expression of the pluripotency factor OCT4 in human fibroblasts (Szabo et al., 2010). Although OCT4-induced hematopoietic progenitors exhibited myeloid and erythroid potential, lymphoid potential and long-term *in vivo* engraftment capacity were not achieved. Moreover, the use of the pluripotent TF OCT4 also raises concerns about tumorigenicity, as partial reprogramming induced by OCT4 could mimic a neoplastic state (Ohnishi et al., 2014). More recently, the combinatorial expression of a limited set of hematopoietic TFs, including GATA2, GFI1b, ETV6, and c-FOS in fibroblasts, was shown to induce a hemogenic endothelial cell fate (Pereira et al., 2013). However, the reprogrammed cells subsequently displayed only minimal hematopoietic potential despite coculture with placental cells.

In this report, we establish that fibroblasts can be rapidly and robustly reprogrammed to hematopoietic progenitors. The ectopic expression of five hematopoietic TFs, functionally selected from a range of 19 regulators, reproducibly induced hematopoietic fate in adult and embryonic fibroblasts within 8 days. The reprogrammed progenitors exhibited multilineage clonogenic capacity *in vitro*. Genome-wide transcriptional analyses of the reprogrammed cells revealed that the generation of hematopoietic progenitors was preceded by a hemogenic endothelial stage.

RESULTS

Reprogramming of Fibroblasts to Hematopoietic Fate with a Pool of Hematopoietic TFs

The aim of the present study was to investigate whether the ectopic expression of specific hematopoietic TFs could result in a direct and rapid cell fate conversion to hematopoietic precursors. First, we carefully selected a set of 19 different hematopoietic TFs based on their expression and function during hematopoiesis (Table S1). The expression of most of the selected TFs spans from the onset of blood development during ontogeny to the adult blood system (Orkin and Zon, 2008). Lentiviruses expressing each individual factor were prepared and a cocktail of all TFs was used to infect primary fibroblasts. As a source of starting material, we used either embryonic day 14.5 (E14.5) mouse embryonic fibroblasts (MEFs) or mouse adult ear skin fibroblasts (MAFs). Prior to infection, these cells were depleted of any CD41-, CD31-, c-KIT-, and CD45-positive cells to eliminate potential contamination by hematopoietic and endothelial cells (Figure 1A). Posttransduction, the infected cells were switched to a media supporting the growth of hematopoietic cells, and the appearance of colonies containing round cells was monitored daily. Starting from day 8, we observed in transduced MEFs and MAFs cultures, but not in untransduced control cells, the emergence of colonies of small round cells often associated with cobblestone-like areas (Figure 1B). These colonies continued to expand during the following weeks of culture.

The transduced cells were next tested by immunostaining for the acquisition of the hematopoietic cell-surface markers c-KIT and CD41, which are expressed on emerging blood cells during embryonic development (Mikkola et al., 2003; Mitjavila-Garcia et al., 2002), and for the expression of hematopoietic genes. Live staining at day 12 indicated that cells in emerging colonies

Figure 1. Screen for Hematopoiesis-Inducing TFs

- (A) Schematic representation of experimental strategy. Murine embryonic fibroblasts (MEFs) were prepared from day 14.5 embryos, and murine adult fibroblasts (MAFs) were prepared from adult ear skin. Cells expressing the surface markers CD31, CD41, c-KIT, and CD45 were excluded from the starting populations. Sorted cells were transduced with a cocktail of all TFs. After 21 days of culture, cells were analyzed for hematopoietic cell-surface markers, clonogenic capacity, and cellular and nuclear morphology.
- (B) Bright-field images of untransduced and all TFs transduced MEFs and MAFs at day 12.
- (C) Relative gene expression levels of indicated genes with respect to β -actin in untransduced (Un), all-TF-transduced MEFs, control bone marrow (BM), and control E10.5 aorta-gonad-mesonephros (AGM) region cells. Data presented are representative of one out of three independent experiments performed in triplicate ($n = 3$; mean $\pm$ SD).
- (D) Number of hematopoietic colonies generated by 50,000 all-TF-transduced day 21 harvested MEFs/MAFs (left). Mean $\pm$ SEM from two independent experiments performed in triplicates is shown ($n = 2$). Representative bright-field images of the different types of colonies observed (right).
- (E) Cellular morphology of day 21 transduced MEFs/MAFs and ESC-derived hematopoietic cells. Arrowheads depict indicated morphologies. Gr, granulocyte; M, macrophage; P, progenitor; E, erythrocyte; Mk, megakaryocyte. Scale bars represent 50 μ m. Asterisks indicate significant differences (Student's *t* test; *** $p < 0.0005$).

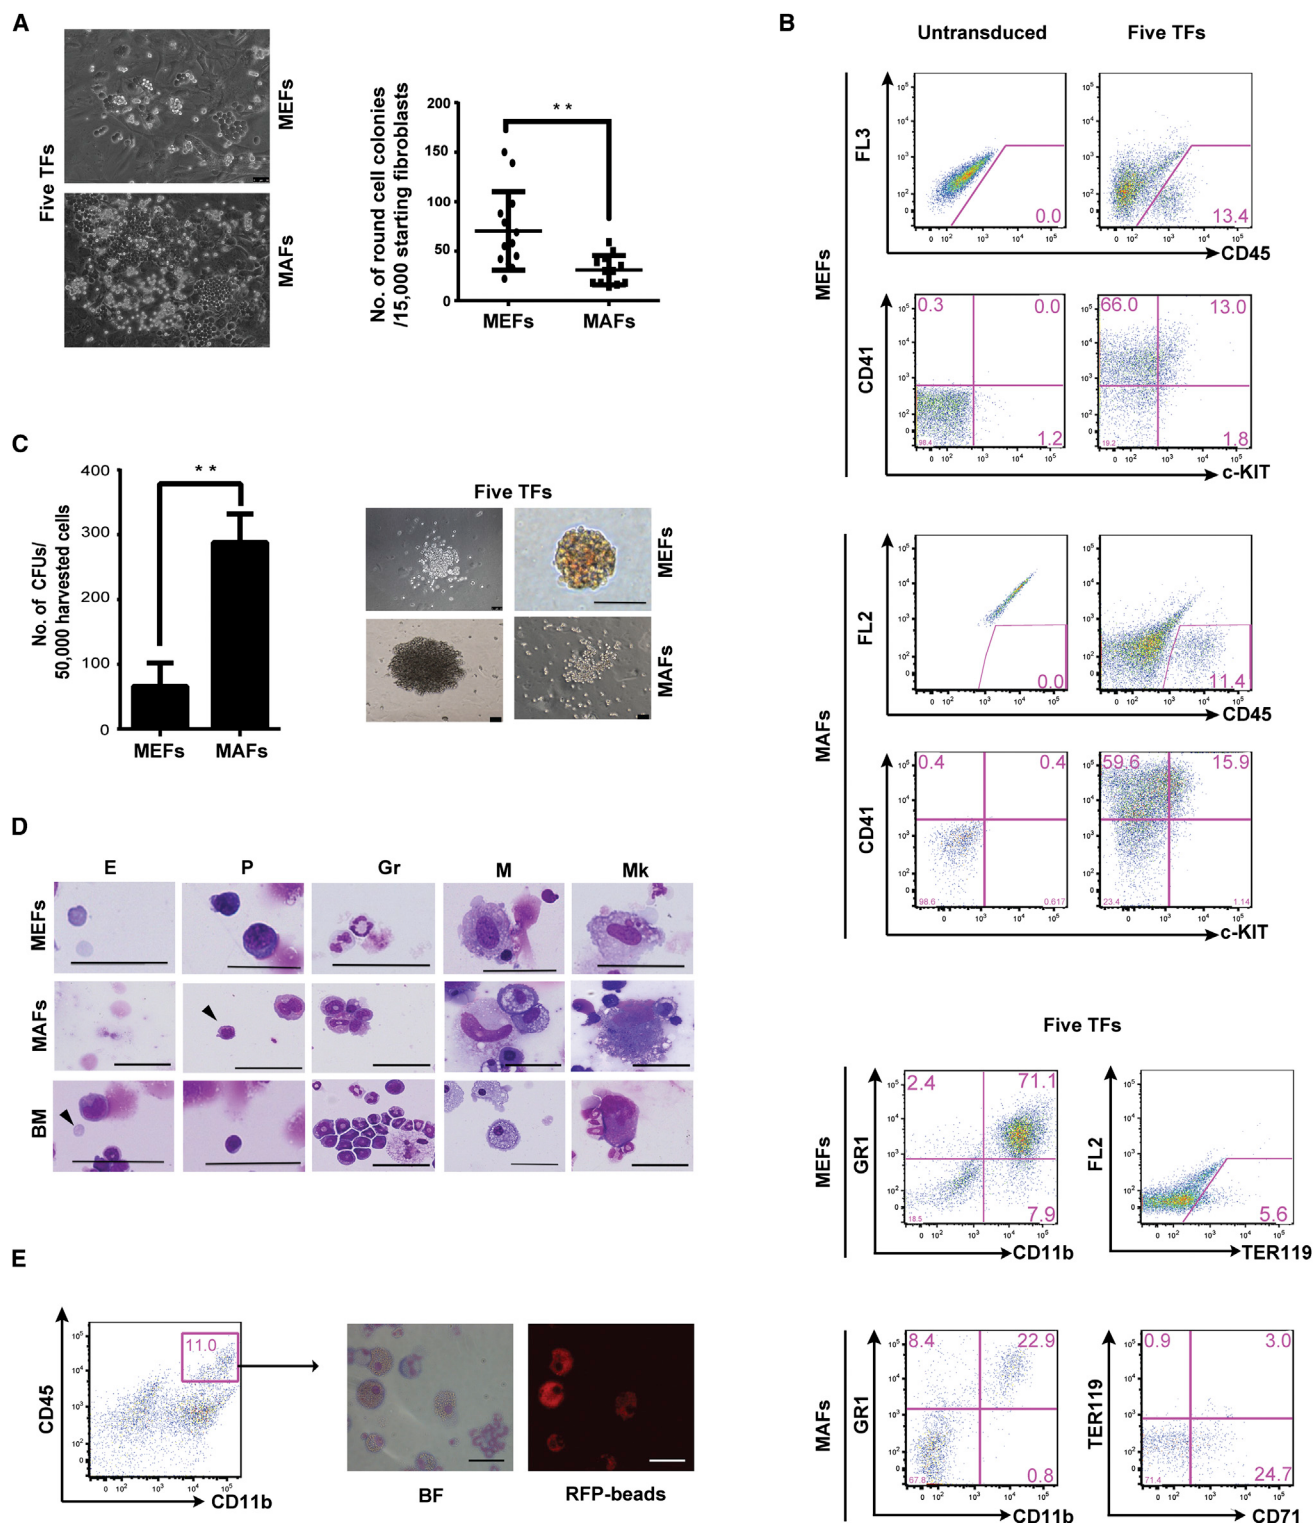

Figure 2. Five TFs Induce Reprogramming to Blood

(A) Bright-field images of five TFs transduced MEFs/MAFs at day 12 (left). Number of round cell colonies observed per 15,000 transduced MEFs/MAFs (right), $n = 5$, mean $\pm$ SEM).

(B) FACS analysis of untransduced and five-TF-transduced MEFs and MAFs at day 21.

(legend continued on next page)

were positive for CD41 expression (Figure S1A). Flow cytometry (fluorescence-activated cell sorting [FACS]) analyses at day 21 confirmed the acquisition of CD41 and low levels of c-KIT expression by the transduced MEFs and MAFs (Figure S1B). Gene expression analyses on 3-weeks-posttransduced cells clearly indicated the downregulation of the fibroblasts markers (*Acta2* and *Fbn1*) (Figure 1C). In contrast, the expression of genes associated with erythroid (embryonic β -H1 and adult β -major hemoglobin), megakaryocytic (*Pf4*), and myeloid (*Itgam* and *Mpo*) lineages were markedly upregulated in these cultures (Figure 1C). The expression of both β -H1 and β -major hemoglobin genes suggests the presence of both primitive and definitive erythroid cells in these cultures. Having demonstrated the induction of a hematopoietic gene signature, we next sought to determine whether the reprogrammed cells possessed functional hematopoietic clonogenic potential. Day 21 reprogrammed MEFs and MAFs, but not untransduced fibroblasts, generated hematopoietic colonies containing macrophage, erythroid, and granulocytic cells upon replating in clonogenic assays (Figure 1D). May-Grünwald Giemsa staining confirmed the presence of cells with erythroid, megakaryocytic, and myeloid morphologies in these colonies (Figure 1E). Collectively, these experiments established that both embryonic and adult fibroblasts could be reprogrammed to hematopoietic cells upon the ectopic expression of 19 hematopoietic TFs.

ERG, GATA2, LMO2, RUNX1c, and SCL Reprogram Fibroblasts to Blood

Our next aim was to define the minimal combination of TFs required for reprogramming to blood cells. By eliminating each TF individually from the pool, taking into account the redundancy among TFs, and reiteration, we established that a minimal set of five TFs (ERG, GATA2, LMO2, RUNX1c, and SCL) was able to robustly and reproducibly induce the generation of colonies of round cells in both adult and embryonic fibroblasts (Figure 2A, left; Movie S1). The efficiency of reprogramming was consistently higher in MEFs than in MAFs (Figure 2A, right). Several other combinations of TFs could also induce the generation of hematopoietic colonies from MEFs, albeit with lower efficiencies. The combination of ERG, FLI1, GATA2, PU.1, and SCL or the triad of FLI1, GATA2, and SCL, which controls the specification of mammalian hematopoietic progenitors (Pimenta et al., 2007), induced the generation of hematopoietic colonies in MEFs (Figure S2A). However, as the combination of the five TFs efficiently and reproducibly reprogrammed both MEFs and MAFs, we selected this set for further experiments. FACS analyses of day 21 MEF and MAF transduced cultures confirmed the acquisition of the hematopoietic markers c-KIT, CD41, CD45, CD11b, and TER119 (Figure 2B). Clonogenic assays and cytopsin analysis of day 21 reprogrammed cells confirmed that five-TF-transduced MEFs and MAFs exhibited erythroid and myeloid potential (Figures 2C and 2D). Finally,

sorted CD45/CD11b double-positive cells were able to uptake red fluorescent latex beads, demonstrating their phagocytic capacity and functionality (Figure 2E).

We next set out to determine the specific requirement for each TF and therefore performed “N minus 1” experiments. In MAFs, SCL, LMO2, and RUNX1c were more important than ERG and GATA2 for the generation of hematopoietic colonies (Figure S2B). In MEFs, SCL and LMO2 alone were sufficient, albeit at a lower efficiency, to generate hematopoietic colonies containing CD41-, CD45-, and c-KIT-positive cells (Figure S2C); in contrast, no colonies were obtained with these two TFs in MAFs (Figure S2C). To investigate if the hematopoietic phenotype of the reprogrammed cells was dependent on the sustained expression of the exogenous TFs, we performed quantitative RT-PCR (qRT-PCR) on day 4 and day 21 transduced MEFs with primers specific for exogenous transduced factors. These experiments demonstrated that the vector-driven transcription of all five TFs was silenced by day 21 (Figure S2D). In contrast, vector integration of all five viruses was enriched upon the emergence and expansion of blood cells in these cultures (Figure S2E). These results established the contribution of all five exogenous factors in the induction of the hematopoietic program. In addition, qRT-PCR specific for the endogenous genes indicated that expression of all five endogenous TFs was induced during reprogramming (Figure S2F). Finally, to determine the growth factors and cytokines essential to reprogram fibroblasts, we performed “N minus 1” experiments with MEFs. We observed that interleukin-3 (IL-3) was absolutely critical for reprogramming (Figure S2G), a finding consistent with its established role in the maintenance of hematopoietic progenitor cells. Collectively, our results indicate that the combination of ERG, GATA2, LMO2, RUNX1c, and SCL efficiently induces reprogramming of both embryonic and adult fibroblasts to blood.

Five-TF-Induced Reprogramming Generates Multipotent Progenitors

Both morphological analysis and cell-surface staining data suggested that a large fraction of day 21 reprogrammed hematopoietic cells were already mature and differentiated at this stage (Figure 2D). To investigate whether fibroblasts were reprogrammed through a transient hematopoietic progenitor stage, or transdifferentiated more directly to mature blood cells, we investigated the emergence of cells positive for hematopoietic precursor markers by FACS. We observed from day 10 onward a sudden rise in the frequency of c-KIT/CD41 double-positive cells followed by a similar rise in the emergence of CD45⁺ cells from day 12 (Figure 3A). Time-course replating of transduced MEF cultures in semisolid colony assays indicated a transient peak of clonogenic potential around day 12–15 (Figure 3B), which correlated with higher frequencies of c-KIT⁺ cells. A similar gradual increase in the number of c-KIT⁺ cells and peak of clonogenic potential was observed in transduced MAF cultures (Figures S3A and S3B).

(C) Number of hematopoietic colonies generated by 50,000 five-TF-transduced day 21 harvested MEFs/MAFs (left, n = 4, mean $\pm$ SEM). Representative bright-field images of the different types of colonies observed (right).

(D) Cellular morphology analyses of day 21 transduced MEFs/MAFs and control bone marrow (BM) derived cells. Arrowheads depict indicated morphology. Gr, granulocyte; M, macrophage; P, progenitor; E, erythrocyte; Mk, megakaryocyte. Scale bars represent 50 μ m.

(E) Phagocytic capacity of CD45/CD11b double-positive cells. Asterisks indicate significant differences (Student's t test; **p < 0.01).

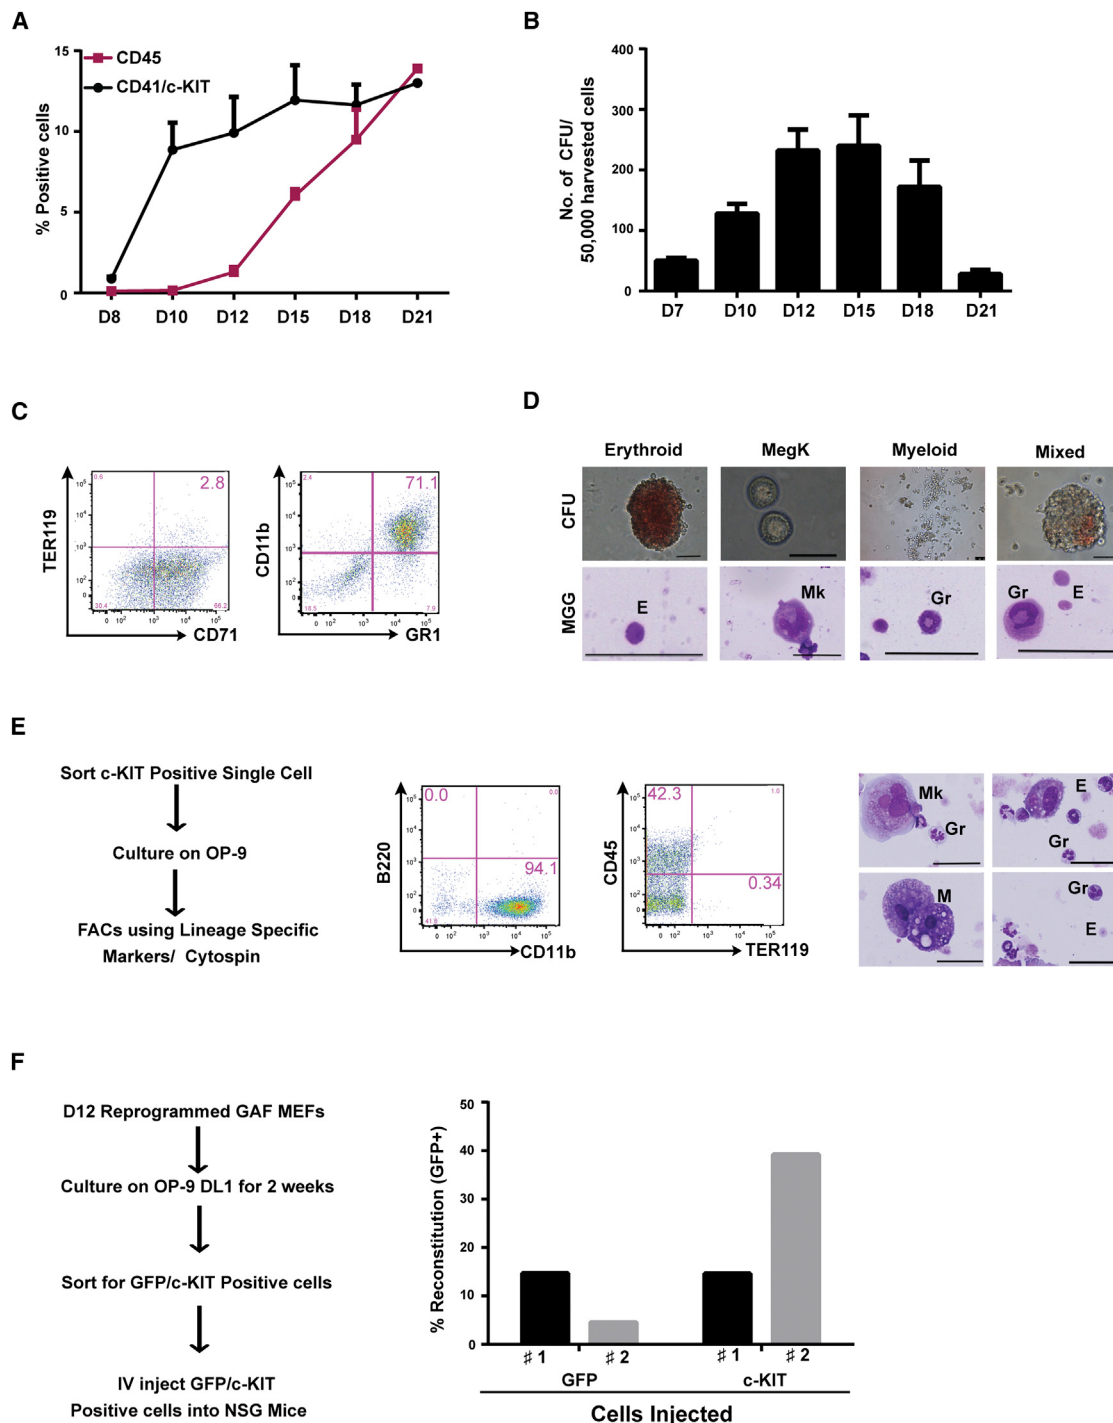

Figure 3. Multilineage Potential of Five-TF-Reprogrammed Cells

(A) Acquisition of hematopoietic cell surface markers during the course of reprogramming. Average percentages of cells expressing CD41, c-KIT, and CD45 are represented at indicated intervals after five-TF transduction of MEFs ($n = 2$, performed in duplicate; mean $\pm$ SD).

(B) Number of hematopoietic colonies generated by 50,000 reprogrammed MEFs from day 7 to day 21 ($n = 2$, performed in duplicate; mean $\pm$ SEM).

(C and D) Multilineage potential of five TFs reprogrammed day 12 sorted c-KIT⁺ cells. (C) Sorted c-KIT⁺ cells were cultured under erythroid and myeloid culture conditions for 1 week and FACS analyzed for cell-surface markers. (D) Morphology of colonies and cells generated by sorted c-KIT⁺ cells.

(E) FACS and cellular morphology of cells derived from day 12 sorted single c-KIT⁺ cell expanded on OP9 for 2 weeks ($n = 3$).

(F) Percentage reconstitution in peripheral blood determined by detection of donor-derived GFP⁺ cells after 2 weeks of transplantation in two individual mice per group (1 and 2) either with GFP⁺ or c-KIT⁺ reprogrammed cells.

Confirming the relationship between c-KIT acquisition and clonogenic potential, c-KIT⁺ cells displayed a higher clonogenic potential than c-KIT⁻ cells (data not shown). When c-KIT⁺ sorted cells were cultured in conditions that specifically support the growth of erythroid and myeloid cells, CD71/TER119 and CD11b/GR1 double-positive cells were respectively detected (Figure 3C). When evaluated in clonogenic replating assays, c-KIT⁺ cells generated colonies containing erythroid, megakaryocytic, and myeloid cells (Figure 3D). Relatively similar genomic integration levels of the five vectors were observed between erythroid TER119 and myeloid CD11b-positive cells (Figure S3C). This observation suggests that both lineages have similar TF requirements for their generation and/or that they are generated through a common progenitor. Collectively, these results indicate that hematopoietic progenitors with myeloid, erythroid, and megakaryocytic potential are generated early during reprogramming.

To investigate the presence of multipotential progenitors, we evaluated the frequency of clonogenic precursors in the c-KIT⁺ fraction, containing all hematopoietic progenitor cells, including the most immature precursors. Limiting dilution analyses indicated that 1 in 20 c-KIT⁺ cells generated colonies when cultured on OP-9 stromal cells (data not shown). To investigate if c-KIT⁺ cells have multilineage clonal ability, single day 12 fibroblast-derived c-KIT⁺ cells were sorted onto OP-9 stromal cells and amplified for 2 weeks (Figure 3E). FACS and May-Grünwald Giemsa staining indicated the presence of erythroid, myeloid, and megakaryocytic cells in cultures initiated with a single c-KIT⁺ cell (Figure 3E). These results suggest that fibroblasts are reprogrammed to the blood program, at least in part, through multipotential hematopoietic progenitor cells.

To further determine if hematopoietic stem cells might be generated during reprogramming, we performed FACS analyses for the SLAM markers on day 12 reprogrammed cells that were amplified on OP9-DL1. LIN⁻c-KIT⁺SCA1⁺ (LSK) cells were detected in these cultures, and some of the LSK cells were CD48⁺CD150⁺, indicating the presence of phenotypic HSCs (Figure S3D). Additionally, we also observed phenotypic HSCs identified by the combination EPCR⁺CD48⁻CD45⁺CD150⁺ (Figure S4A). We next investigated if these reprogrammed cells have the capacity to engraft mice in vivo. For this, we established E14.5 MEFs from a transgenic mouse carrying the GFP reporter cDNA under the control of the pan-hematopoietic *A1467606* gene promoter (Ferras et al., 2011). We amplified day 12 reprogrammed cells on OP9-DL1 stromal cells for 2 weeks. At this stage, GFP⁺ cells, characterizing both progenitors and differentiated cells, or c-KIT⁺ cells, including the most immature progenitors, were sorted and injected into two irradiated immunocompromised mice per each group. After 2 weeks, we monitored the presence of GFP⁺ cells in the peripheral blood and detected short-term engraftment of both injected populations (Figures 3F and S4B). Engrafted cells were mostly TER119⁺ erythroid cells (Figure S4B). However, 8 weeks postinjection, we could not detect engraftment greater than 1% in peripheral blood (data not shown). Collectively, these results suggest that the five-TF-mediated reprogrammed cells have short-term engraftment capacity and that further optimization of the culture conditions or TF composition will be necessary to obtain long-term engraftment capacity.

Loss of p53 Increases the Efficiency of Reprogramming to Blood

The loss of p53 or p16/p19 function has been shown to dramatically improve the efficiency of reprogramming to the pluripotent state (Hong et al., 2009; Li et al., 2009). We therefore investigated whether similarly deletion of these genes improved reprogramming of fibroblasts to blood. Following transduction with the five TFs, we observed significantly higher numbers of hematopoietic colonies generated by p53 and p16/p19-null MEFs than by wild-type MEFs (Figure 4A). These colonies emerged as early as 5 days after transduction, and scoring was performed on day 6, as their excessive proliferation precluded individual counting at later time points. Reprogramming of p53^{-/-} MEFs resulted in the emergence of hematopoietic progenitors with multilineage potential (Figures 4B and 4C). Also, loss of p53 or p16/p19 function significantly increased the frequency of TER119⁺ erythroid cells generated by reprogrammed cells (Figure 4D). Cells with mature megakaryocytic morphologies that stained positive for acetylcholinesterase activity were also more readily observed with p53^{-/-} reprogrammed MEFs (Figure 4E). To evaluate the lymphoid potential of p53^{-/-} reprogrammed cells, sorted c-KIT⁺ cells were cultured and passaged on OP-9 or OP9-DL1 stromal cells in culture conditions supporting B or T cell growth, respectively. Cells positive for the B cell markers B220/CD19 emerged and proliferated during the culture of reprogrammed p53^{-/-} MEFs (Figure 4Fi). A fraction of B220/CD19 double-positive reprogrammed p53^{-/-} cells were also positive for immunoglobulin M expression (Figure 4Fi). The B cell identity of sorted B220/CD19-positive cells was further confirmed by detection of V(D)J chain rearrangements by PCR and sequencing (Figure 4Fii). Similarly, some reprogrammed p53^{-/-} MEFs cells cultured on OP9-DL1 stromal cells acquired the expression of the early T cell marker CD25 and displayed T cell receptor rearrangements, confirming early T lymphoid commitment (Figures 4Gi and 4Gii). Collectively, these results demonstrate that p53^{-/-} MEFs are more efficiently reprogrammed to hematopoietic progenitors with erythroid, myeloid, megakaryocyte, and B and T lymphoid lineage potential than wild-type MEFs, indicating that P53 expression is a barrier for reprogramming to blood.

Reprogramming to Blood Occurs via an Intermediate Endothelial Stage

We next investigated the molecular events and cellular processes leading to the reprogramming of fibroblasts to blood progenitors. The rapid emergence of hematopoietic colonies suggested that the reprogramming did not involve a pluripotent stem cell stage with subsequent differentiation into blood cells. Accordingly, the expression of pluripotent markers (*Oct4*, *Sox2*, and *Nanog*) was not detected during the course of reprogramming (Figure 5A). The detection of embryonic hemoglobin β -H1 expression in reprogrammed cells (Figure 1C) suggested that the reprogramming process might recapitulate to some extent embryonic hematopoiesis. During embryonic hematopoiesis, mesodermal hemangioblast precursors generate primitive as well as definitive blood cells through an intermediate hemogenic endothelium stage. We evaluated by PCR whether the reprogramming of fibroblasts to blood process was associated

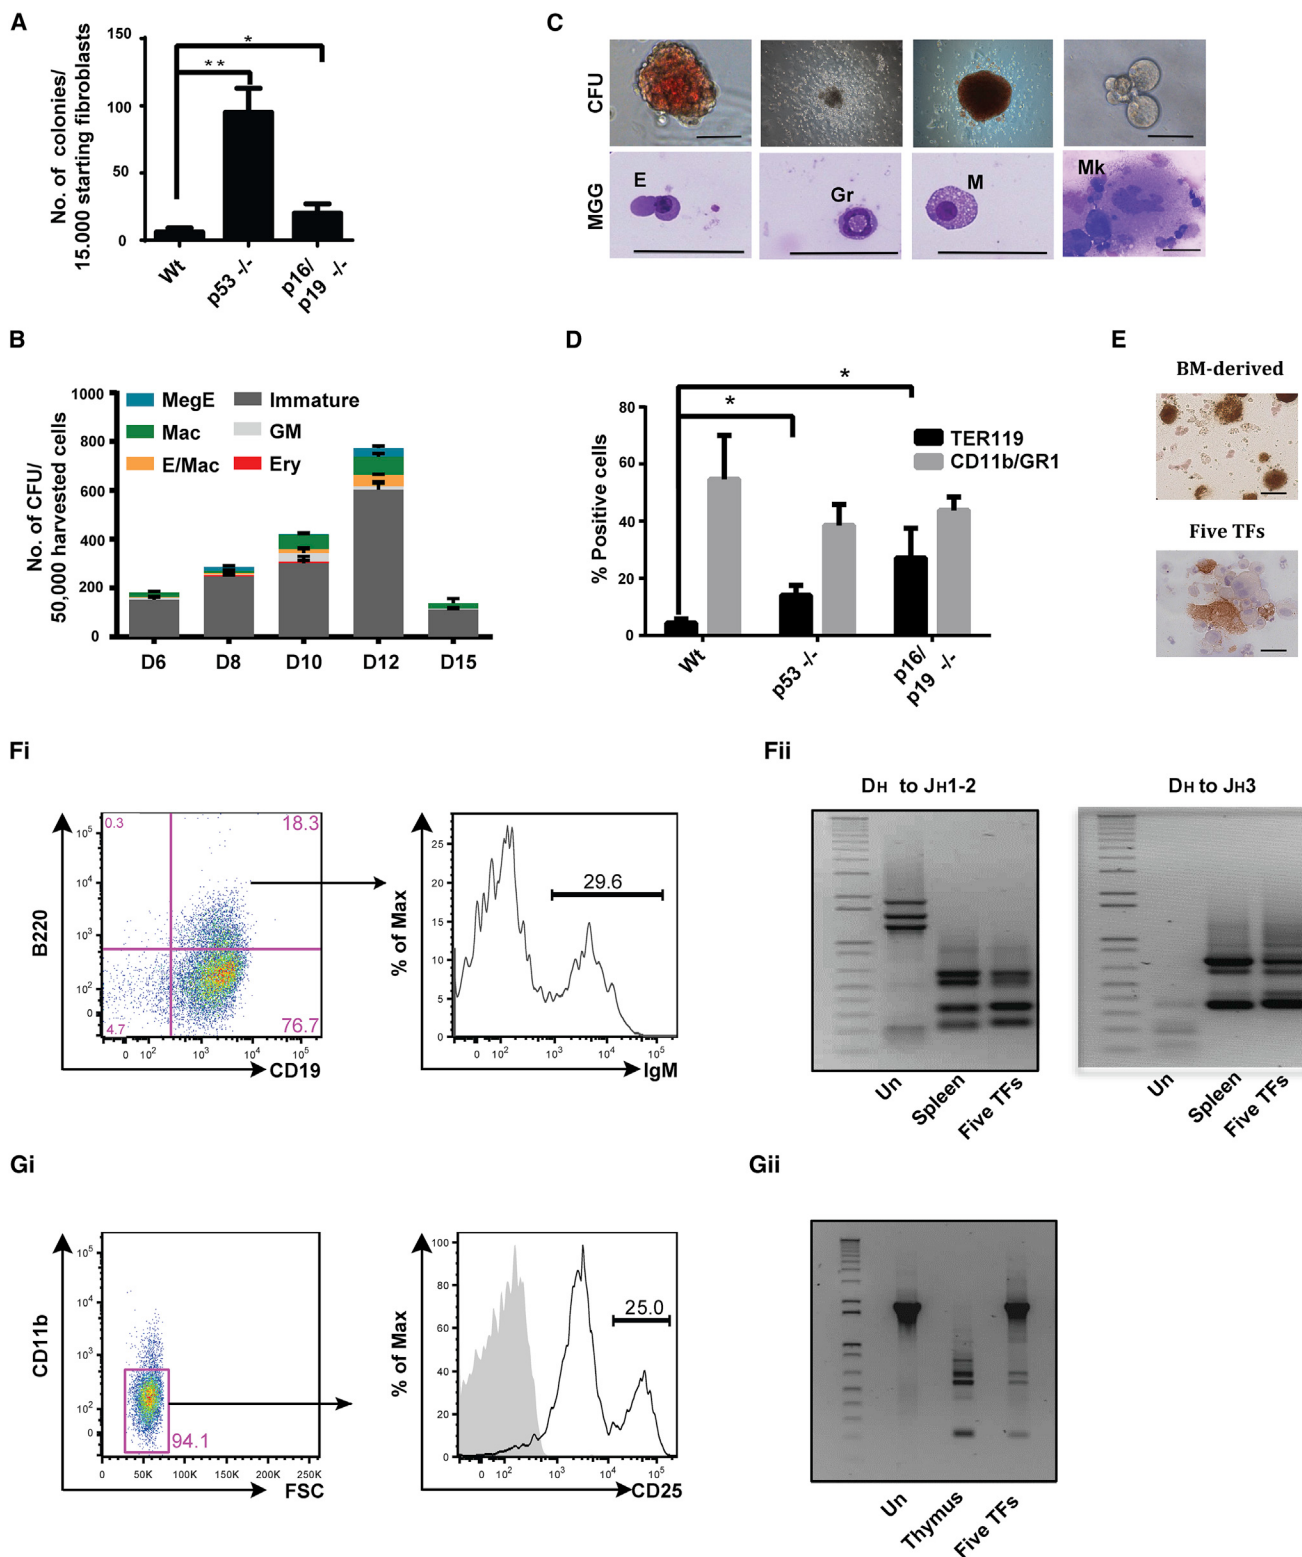

Figure 4. Reprogramming p53-Null MEFs

(A) Number of round cell colonies observed at day 6 per 15,000 transduced WT, p53^{-/-}, and p16/p19^{-/-} MEFs (n = 4; mean ± SEM).

(B) Number and types of hematopoietic colonies generated by 50,000 five-TF-reprogrammed p53^{-/-} MEFs harvested from day 6 to 15. Data presented are mean ± SEM of triplicates in a representative experiment (n = 2).

(legend continued on next page)

with any of these distinct embryonic steps. Although we did not detect any expression of the *Brachyury* mesodermal marker (data not shown), we clearly observed a peak of endothelial gene expression (*Cdh5*, *Tie2*, and *Icam1*; *Pecam1* and *Vwf*) early in reprogramming (Figures 5B and 5C). In contrast, hematopoietic genes (*Itga2b*, *Mpo*, and *Pu.1*) showed a delayed but steady increase in expression from day 12 to day 21 (Figure 5D). Live staining for vascular endothelial cadherin (CDH5) performed on day 5 cultures confirmed the early emergence of clusters of CDH5⁺ endothelial cells (Figure 5E). To determine if these endothelial cells corresponded to hemogenic endothelium that gives rise to differentiated blood cells, we sorted CDH5⁺ and CDH5[−] cells from c-KIT-depleted day 6 transduced MEFs to eliminate any potential hematopoietic precursors. The cells were then cultured in conditions that support the transition to hematopoietic progenitors before seeding them in clonogenic assays. As shown in Figure 5F, CDH5⁺, but not CDH5[−], cells generated hematopoietic colonies, demonstrating their hemogenic potential. In addition, these c-KIT[−]/CDH5⁺ endothelial cells acquired the hematopoietic markers CD41, CD45, and c-KIT upon culture on OP9 (Figure S5A). We concluded from these results that reprogramming of fibroblasts to blood cells proceeds through an intermediate hemogenic endothelial cellular stage.

Transcriptome Analyses on Reprogrammed Cells

To define the global changes in gene expression driving reprogramming of fibroblasts to hematopoietic lineages, we performed exon array analyses on biological replicates of untreated MEFs (Un), day 8 sorted CDH5⁺ cells, and day 12 sorted c-KIT⁺ cells. We identified 868 significantly (5% false discovery rate [FDR]) differentially expressed genes (DEGs). Principal component analyses based on these DEGs confirmed the correlation between replicates and the differences between cells at the three stages of reprogramming (Figure S6A). We then performed hierarchical clustering on DEGs and observed three main clusters (Figure 6A). The first cluster mostly contained genes that were gradually downregulated from untransduced MEFs to CDH5⁺ and then to c-KIT⁺ populations and were associated with adhesion and muscular development (Figure 6A; Table S2). This cluster included fibroblast-specific genes (*Acta2*, *Actg2*, *Col2A*, *Col4a1*, *Col5a1*, and *Fgf3*) that were silenced during reprogramming. The second cluster encompassed genes that were upregulated in CDH5⁺ cells but then downregulated in c-KIT⁺ cells. These genes were mainly of endothelial nature and associated with blood vessel development and cell-cell adhesion (Figure 6A; Table S2). The third cluster included genes that were moderately expressed in CDH5⁺ cells, highly expressed in c-KIT⁺ populations, and associated with ontology terms such as development

of the hematopoietic program, leukocyte migration, chemotaxis, and response to infection/wounding ontology terms (Figure 6A; Table S2). Pathway analyses with DAVID confirmed that hematopoietic pathways were already activated in the CDH5⁺ fraction, a finding consistent with a hemogenic endothelium identity (Table S2). To further confirm this transient upregulation of the endothelial program, we performed gene set enrichment analyses (GSEA) with endothelial-specific genes. As expected, genes upregulated between MEFs and CDH5⁺ cells, and downregulated between CDH5⁺ and c-KIT⁺ cells, were positively correlated with an endothelial gene signature (Figure 6B). These analyses also indicated an enrichment for genes specifically upregulated in CDH5⁺ cells for early hematopoietic progenitors signature, whereas c-KIT⁺-specific genes were more closely associated with late or differentiated hematopoietic progenitor cells (Figures 6C and S6B). Finally, we investigated to which extent our reprogrammed cells were similar to HSCs by comparing our transcriptome signature with previously published data sets from different HSC populations isolated from diverse hematopoietic tissues (McKinney-Freeman et al., 2012). We observed that CDH5⁺ cells clustered with AGM, placental, and yolk sac HSCs that have been classified as specifying HSCs. Interestingly, c-KIT⁺ cells clustered more closely with definitive HSCs from fetal liver, bone marrow, and embryonic stem cell (ESC)-derived HSCs (Figure 6D). Collectively, our transcriptome analyses further support the concept that reprogramming to hematopoietic progenitors proceeds through a hemogenic endothelium intermediate. This CDH5⁺ cell population, while displaying clear evidence of its endothelial nature, also expressed hematopoietic genes and displayed similarity with emerging HSCs and early progenitors, whereas the later c-KIT⁺ population was more closely associated with hematopoietic progenitors.

DISCUSSION

In this study, we establish that fibroblasts can be robustly reprogrammed to hematopoietic cell fate by concomitant ectopic expression of the hematopoietic TFs ERG, GATA2, LMO2, RUNX1c, and SCL. These five TFs have been shown to interact and act at diverse stages of the hematopoietic program; i.e., from the onset of its development to the more established adult hematopoietic hierarchy (Wilson et al., 2010). In particular, SCL, GATA2, and FLI1, a distinct but related-to-ERG ETS factor, form an interconnected regulatory triad that is activated during specification of HSCs (Pimanda et al., 2007). Once established, this circuit is self-maintained, providing the newly specified progenitors with a memory of their stemness in a similar fashion as OCT4, SOX2, and NANOG in pluripotent

(C) Morphology of colonies and cells obtained from five-TF-transduced day 12 sorted c-KIT⁺ p53^{−/−} MEFs.

(D) Average percentage of TER119 and CD11b/GR1 double-positive cells generated by day 12 sorted c-KIT⁺ cells from WT, p53^{−/−}, and p16/p19^{−/−} transduced MEFs (n = 3; mean ± SEM).

(E) Acetylcholinesterase staining of megakaryocytes derived from bone marrow or generated by day 12 sorted c-KIT⁺ reprogrammed p53^{−/−} MEFs.

(F) FACS analysis of c-KIT⁺ sorted reprogrammed p53^{−/−} MEFs after expansion on OP9 in lymphoid medium.

(Fii) BCR rearrangements detection in B220⁺/CD19⁺ sorted reprogrammed p53^{−/−} MEFs, control untransduced MEFs (Un) and spleen cells.

(Gi) FACS analysis of c-KIT⁺ sorted reprogrammed p53^{−/−} MEFs after expansion on OP9-DL1 in lymphoid medium.

(Gii) TCR rearrangement detection in sorted CD25⁺ reprogrammed p53^{−/−} MEFs, control untransduced MEFs (Un) and thymus cells.

Asterisk(s) represents statistical significance (Student's t test; *p < 0.05, **p < 0.01).

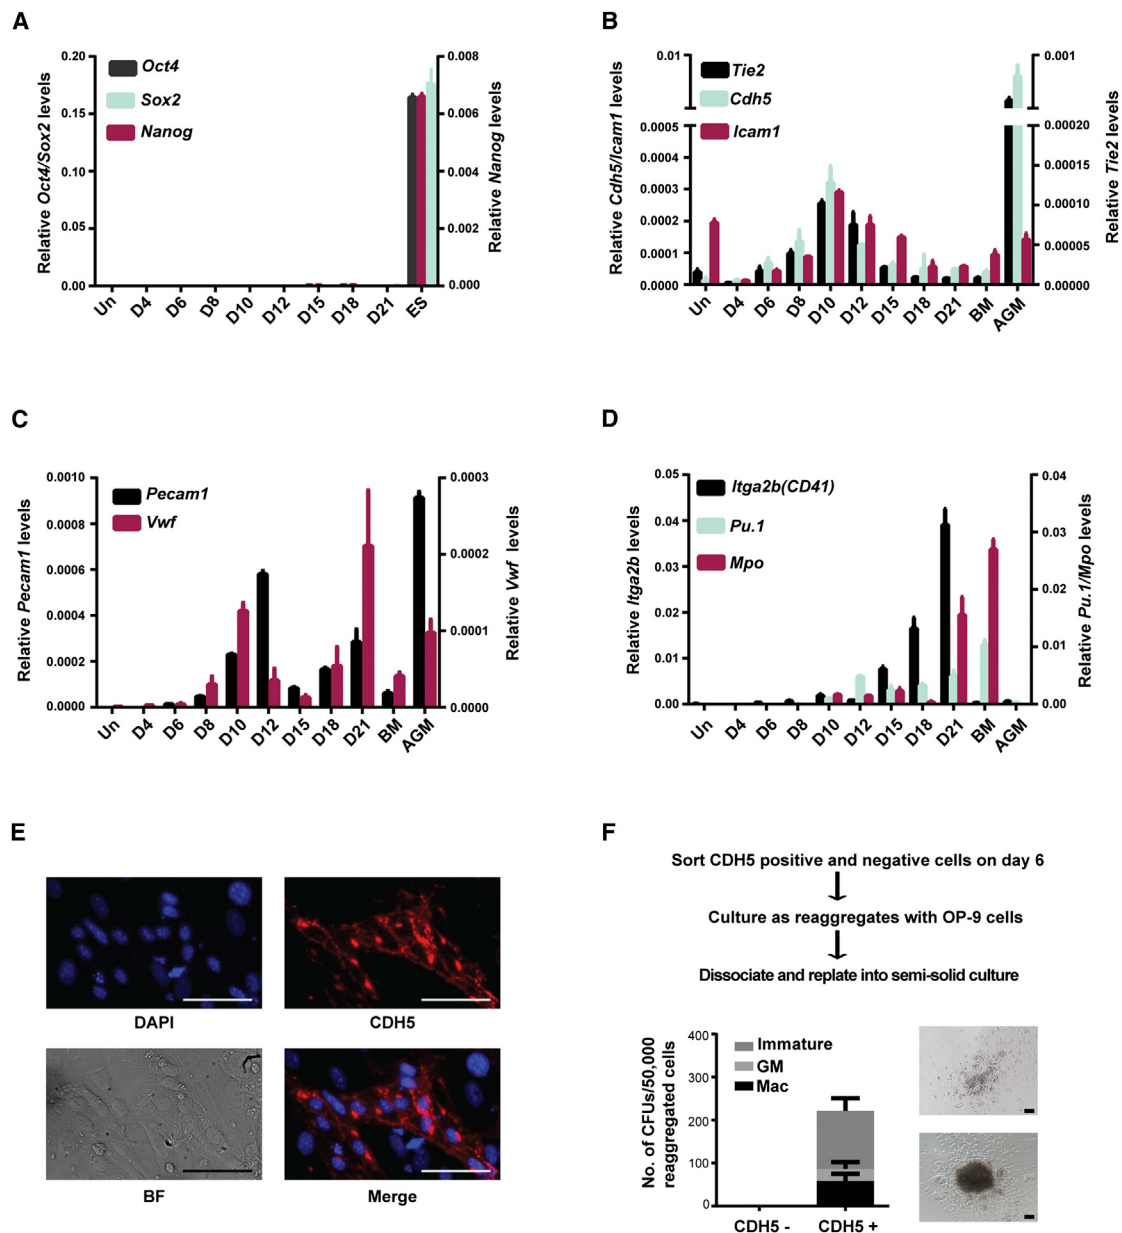

Figure 5. Fibroblasts Are Reprogrammed to Blood via an Intermediate Hemogenic Endothelial Stage

(A–D) Relative gene expression levels of pluripotent (A), endothelial (B), endothelial/ hematopoietic (C), and hematopoietic (D) markers with respect to β -actin at indicated days after five-TF transduction and in control bone marrow (BM) and aorta-gonad-mesonephros (AGM) region cells. Data presented are mean $\pm$ SD from one representative experiment (n = 3).

(E) Immunostaining of day 5 five-TF-transduced MEFs for CDH5 (red) and DAPI (blue).

(F) Schematic strategy to determine hemogenic potential of CDH5⁺cKIT⁻ and CDH5⁺cKIT⁻ five-TF-transduced cells (top). Number, type, and morphology of hematopoietic colonies generated by sorted cells reaggreated with irradiated OP9 stromal cells.

Data presented are mean $\pm$ SEM of triplicates of a representative experiment (n = 2). Scale bars represent 50 μ m.

ESCs (Boyer et al., 2005). Furthermore, ERG, when expressed along with HOXA9 and RORA, has also been shown to confer multilineage potential to myeloid-restricted precursors (Doulatov et al., 2013). The transcription factor SCL and its binding partners are implicated in the induction of the hematopoietic program in mesoderm and the generation of hemogenic endo-

thelium (Gering et al., 2003; Lancrin et al., 2009). Finally, RUNX1 physically interacts with SCL, ERG, and GATA2 and is critical for the transition from hemogenic endothelium to hematopoietic stem and progenitor cells (HSPCs) (Chen et al., 2009; Lancrin et al., 2010; Wilson et al., 2010). Furthermore, enforced expression of the isoform RUNX1a enhances

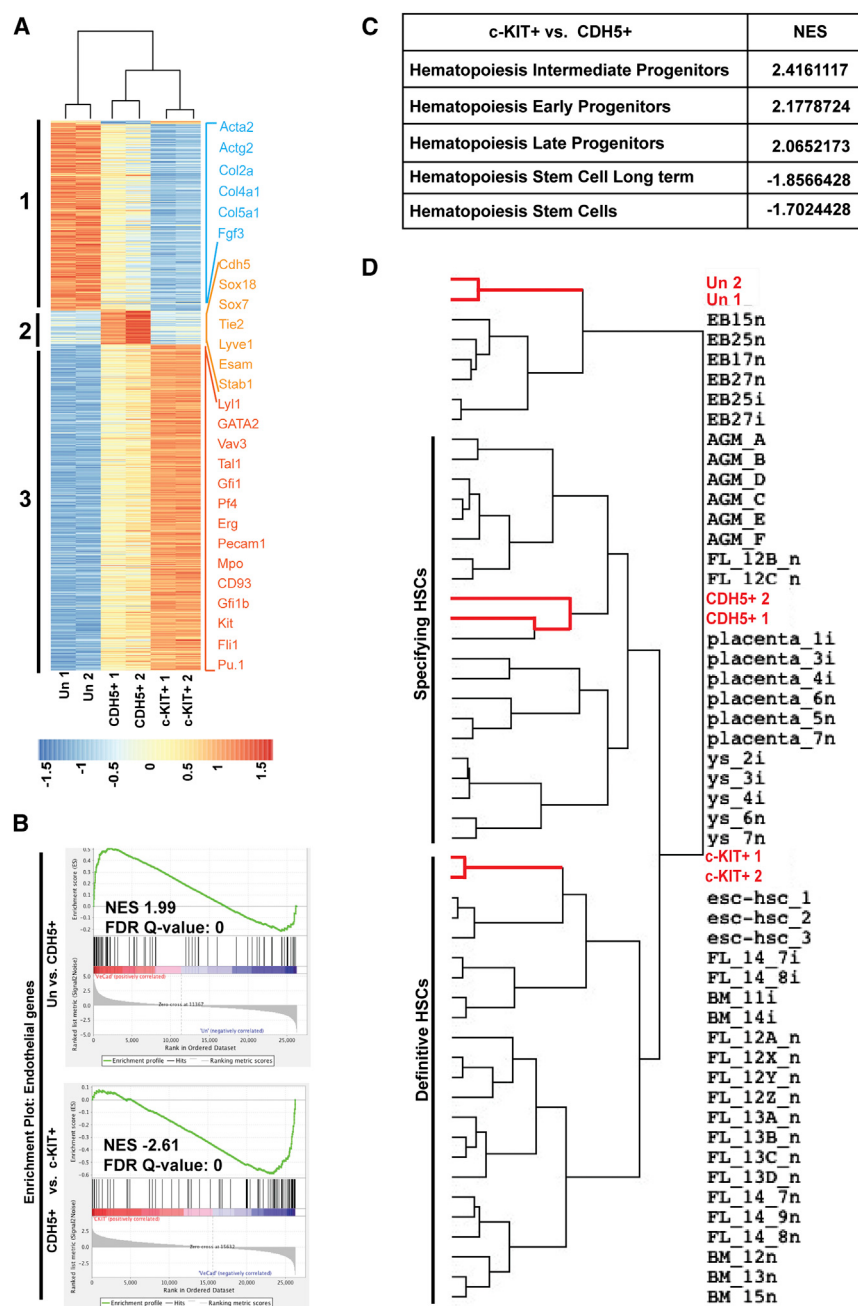

Figure 6. Global Transcriptome Analyses of Reprogrammed Cells

Day 8 CDH5⁺ (CDH5-positive) and day 12 c-KIT⁺ (c-KIT-positive) flow-sorted cells were compared to untreated (Un) MEFs in duplicate by mouse Affymetrix exon arrays.

(A) Hierarchical clustering of differentially expressed genes (DEGs) among untreated MEFs, day 8 sorted CDH5⁺, and day 12 sorted c-KIT⁺ cells. Genes specific to specified cell types are shown on the right.

(B) Gene set enrichment analysis (GSEA) for endothelial gene signature in untreated, CDH5⁺, and c-KIT⁺ transcriptomes.

(C) Normalized enrichment score (NES) values obtained after performing GSEA for indicated gene sets comparing CDH5⁺ and c-KIT⁺ transcriptome data sets.

(D) Unsupervised hierarchical clustering of DEGs in our transcriptome data sets along with expression in HSCs from different hematopoietic organs (McKinney-Freeman et al., 2012).

We observed that the generation of blood precursors by the ectopic expression of our set of five TFs is a very fast process. The first morphological signs of cell-fate switching were observed by day 5 followed by the emergence and proliferation of c-KIT⁺ progenitors by 8 days. These cells exhibited a wide range of differentiation potential with robust generation of granulocytes and functional macrophages and, to a lower extent, erythrocytes and megakaryocytes. Furthermore, using fibroblasts with a p53^{-/-} background broadened the range and increased the frequency of the generated lineages. In addition to larger pool of erythrocytes and megakaryocytes, we were able to generate B and T cells at different developmental stages. The results obtained with p53^{-/-} MEFs provide a proof of principle that our combination of five TFs is suitable for reprogramming to all major blood lineages. The addition of small-molecule modulators that transiently increase epigenetic plasticity or briefly inhibit p53

hematopoietic lineage commitment from human ESCs and iPSCs (Ran et al., 2013). The close functional association among these five TFs during normal HSPCs generation could explain why we functionally identified them as the best combination of TFs to robustly induce a complex hematopoietic program in differentiated fibroblasts. Interestingly we also demonstrated that SCL and LMO2 are sufficient to induce hematopoietic fate in embryonic but not adult fibroblasts. This finding raises the interesting prospect that a limited set of small-molecule modulators could reinforce reprogramming or even circumvent the need for viral transduction.

or p16 might further extend the range and frequency of lineages generated from wild-type fibroblasts. In contrast, a permanent inactivation of p53 might not be desirable given the requirement for p53 to limit aberrant self-renewal (Zhao et al., 2010).

Establishing methods for transdifferentiation of nonhematopoietic cells to blood lineage remains challenging due to significant epigenetic barriers to overcome and the need to induce and maintain complex regulatory networks in these cells. So far, there are only two reports describing transdifferentiation of fibroblasts to blood progenitors. In the first study, hematopoietic progenitors with multilineage potential were generated

by overexpression of a single pluripotency factor, OCT4, in a hematopoietic-supportive culture environment (Szabo et al., 2010). The use of a pluripotent TF, however, raises some concerns about tumorigenicity. In the second report, Pereira et al. demonstrated that ectopic expression of c-FOS, ETV6, GATA2, and GF11b reprogrammed fibroblasts to hemogenic endothelial cells, which upon further coculture with placental cells generated myeloid cells, albeit with a low efficiency (around 10 colonies for 100,000 starting MEFs) (Pereira et al., 2013). Although reprogramming by c-FOS, ETV6, GATA2, and GF11b, as well as our combination of five TFs, seems to transit through a similar hemogenic endothelium intermediate stage, the efficiency and kinetics are quite different. While these authors identified a hemogenic endothelium population emerging by day 35 of reprogramming, our results indicate the emergence of an endothelial population as early as day 5. We detected c-KIT⁺ functional hematopoietic progenitors with multilineage potential as early as 8 days after transduction, whereas Pereira et al. obtained only limited myeloid potential after more than 6 weeks of culture. Collectively, these results indicate that our combination of TFs induce the rapid generation of a multipotent blood progenitors with better efficiency than previously reported.

Several lines of evidence suggest that the reprogramming of fibroblasts to blood cells recapitulates the embryonic process of blood development. CD41, the first hematopoietic marker we detected at the surface of transitioning reprogrammed cells, is widely expressed on the earliest blood progenitors generated during ontogeny (Figure S1A) (Ferkowicz et al., 2003; Mikkola et al., 2003; Mitjavila-Garcia et al., 2002; Robin et al., 2011). The detection of primitive erythrocytes expressing the embryonic β H1-hemoglobin also suggests that these TFs are inducing early developmental steps. Moreover, the presence of a transient hemogenic endothelium population resembles the endothelial-to-hematopoietic transition that takes place during blood development in the yolk sac or dorsal aorta (Boisset et al., 2010; Jaffredo et al., 1998; Lancrin et al., 2009; Zovein et al., 2008). Finally, the detection of phenotypic HSCs, as well as the gene expression profile clustering of the CDH5⁺ cell population with specifying HSC cell populations, further supports the hypothesis that the reprogramming mimics early hematopoietic development (Figures 6D, S3D, and S4A). The fact that we are recapitulating the normal embryonic program of blood development suggests that it may be only due to the limitations of the in vitro cultures that we cannot functionally identify an emerging HSC population. The reports by the Rossi and Rafii's laboratories emphasize the requirement for a supportive niche to obtain engraftable populations upon reprogramming of blood or endothelial cells (Riddell et al., 2014; Sandler et al., 2014). Providing a similar in vivo bone marrow or in vitro vascular support might greatly improve the repopulation potential of cells generated from fibroblasts and therefore will be a major direction for further research.

In conclusion, we provide a report of efficient and rapid reprogramming of fibroblasts to blood progenitors with a limited set of hematopoietic TFs. Fibroblasts represent an accessible and safe starting cell population for reprogramming. Despite many remaining questions, the approach reported here holds a

huge promise and should be further optimized and developed for its safe use in clinical settings.

EXPERIMENTAL PROCEDURES

MEF and MAF Preparation

E14.5 MEFs were isolated as described previously (Sroczyńska et al., 2009). MAFs were isolated from the ears of 2- to 6-month-old mice by collagenase digestion. Passage 0 fibroblasts were cultured until confluent and frozen. Before infection, MEFs and MAFs were depleted of cells positive for the hematopoietic/endothelial markers CD41, CD31, c-KIT, and CD45.

Lentivirus Transduction, Colony-Forming Unit Assay, and Reaggregation

MEFs/MAFs (15,000) were seeded on a gelatin-coated 12-well plate, and after 24 hr viral transductions were carried out in the presence of 10 μ g/ml diethylaminoethyl dextran. After 4 hr of transduction, the cultures were placed in hematopoietic media (1 $\times$ Iscove's modified Dulbecco's medium supplemented with plasma-derived serum [PDS; Antech], 10% protein-free hybridoma medium [PFM; GIBCO], 0.5 mM ascorbic acid, 4.5×10^{-4} M MTG, 2 mM L-glutamine, 80 mg/ml transferrin, 1% c-KIT ligand, 1% IL-3, 1% granulocyte-macrophage colony-stimulating factor, 1% thrombopoietin conditioned media, 4 U/ml erythropoietin [Ortho-Biotech], 10 ng/ml macrophage colony-stimulating factor, 10 ng/ml IL-6, 5 ng/ml IL-11 [all from R&D Systems], and 50 μ g/ml penicillin-streptomycin). Colony-forming unit (cfu) assays were performed as described previously (Sroczyńska et al., 2009). To evaluate the presence of hemogenic endothelium, CDH5⁺ and CDH5⁻ cells were sorted from day 6 cultures that were depleted for c-KIT⁺ cells to avoid hematopoietic contamination. A total of 20,000 sorted cells were mixed with 100,000 irradiated OP9 cells, cultured overnight in hanging-drop cultures, and then on Durapore filter (Millipore) for another 4 days. Single-cell suspensions obtained following dissociation with collagenase/dispase solution were assayed in cfu assays.

Transplantation Assay

E14.5 MEFs for transplantation experiments were obtained from a reporter mouse line with GFP expression under the control of *Al467606* promoter (Ferreiras et al., 2011). Day 12 transduced cells were harvested and further expanded for 2 weeks on OP-DL1 stroma cells in hematopoietic medium. GFP- or c-KIT-positive cells were sorted and intravenously injected in 6- to 8-week-old lethally irradiated NSG mice ($n = 2$). The level of engraftment was determined by GFP expression in peripheral blood. All animal work was performed under regulations set out by the Home Office Legislation under the 1986 United Kingdom Animal Scientific Procedures Act.

Affymetrix Analyses and Integration of Data Sets

How the deposited data were processed for this re-analysis (not part of the article)

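Untreated MEFs, day 8 CDH5+ cells and day 12 c-KIT+ cells were measured on 2 Mouse Exon 1.0 ST arrays each. The authors deposited normalized log2 values per gene and per probe set, and the replicates were not pooled. The normalization method, the software and the genome build are not given in the sources used here, so no coordinates are printed. Beyond a cross-platform step for published stem cell arrays, the paper names limma, a comparison among the 3 conditions, a 5% false discovery rate and complete linkage, and these were the settings used. The paper calls the arrays biological replicates, and nothing further says how the cultures were separated.

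From the deposited log2 gene values, each of the 26323 genes was fitted with limma 3.58.1 in R 4.3.3, with a mean per group, all 6 arrays and the empirical Bayes variance prior. The moderated F-test over the 3 groups gave the DEGs, and contrasts gave each pair of groups, at a Benjamini-Hochberg adjusted p under 0.05. No gene was filtered out. The table has 43 rows that repeat a gene symbol, of which the row with the highest mean was named, and 27 symbols that had become dates in a spreadsheet. DEGs were scaled per gene and clustered by 1 minus the Pearson correlation. Principal components used centred values. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 41 lists, and again with an estimated correlation. With the estimated correlation, camera uses the 3 residual degrees of freedom of the fit, so those p-values do not reflect correlation alone. Limma's fry, another list test, was run beside it. Lists written from themes of the paper's clusters, among them the fibroblast, contractile, actin, skeletal system, endothelial, angiogenesis, adhesion, mast cell, leukocyte migration and bacterial response lists, are not independent of these arrays. Nor are lists that hold genes named in Fig. 6A. The leukocyte and neutrophil lists together hold Kit, Vav3 and Mpo, and the venous and lymphatic list holds Lyve1 and Stab1. Symbols were matched to older names through a RefSeq table, and Hbb-b1 was not matched.

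The text names the genes the paper names, the 10 genes with the largest rise and the 10 with the largest fall per contrast among those past both tests with no overlap between the groups' arrays, and the 4 members of a list with the largest difference. That rule, the lists and the alternatives were fixed before the data were examined. The genes Xist, Ddx3y, Krt18, Krt19, Lum, Dcn, Rian, Mirg, Dlk1 and Igf2, and members of lists named for a small count, were chosen after their values were seen.

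Simulated data with the fitted spread held 10 sets with 200 changed genes each. There the F-test over 26323 genes recovered 0% of changes of 1 in c-KIT+ cells, 29.6% of changes of 2, 73.6% of changes of 3 and 87.4% of changes of 4 on the log2 scale, and 5.46% of its calls were false. The share recovered depends on how many genes change, and 868 were called in the measured data, so these rates do not carry over directly. All 868 DEGs had a log2 difference of at least 1 in some contrast, so the calls are of large changes.

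The deposited log2 values per probe set, 1236087 in number, were used for an alternative in which a gene's value is the median of its probe sets. Of these probe sets 321091 have 1 gene symbol, 7796 several and 907200 none listed. Other alternatives were the replicate number as a block, each array left out, quantile normalization and median centring, a filter on dim genes, 1 row per gene, a variance trend, robust variances, other definitions of a DEG, and other distances, linkages and numbers of clusters. The gene sets and ontology terms of the study and the published stem cell arrays were not used here.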

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

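Which gene lists and RNA classes count as outside the paper's discussion was chosen after their values were seen, and no explanation was tested for them. They drew attention because genes that the paper does not discuss stood above their level in untreated MEFs. Eosinophil genes had a median log2 difference of 1.06 in CDH5+ cells and 2.05 in c-KIT+ cells against untreated MEFs, with 1 and 7 of 9 members higher in limma (camera adjusted p = 1.38e-08 and 1.45e-08, and adjusted p = 0.134 and 0.138 with an estimated correlation). Prg2, eosinophil major basic protein, was 7.04 higher in c-KIT+ cells and Epx, eosinophil peroxidase, 5.67 higher, from untreated levels within the background, which limits these sizes. Interferon response genes had a median log2 difference of 0.71 in CDH5+ cells, with 1.17 for replicate 1 and 0.32 for replicate 2 alone, where Bst2 and Rsad2 were higher among 26 members in limma (camera adjusted p = 2.05e-09, and adjusted p = 0.251 with an estimated correlation). Among noncoding DEGs, of 1459 long intergenic RNAs 10 belong to the group highest in c-KIT+ cells, 12 to the falling and 3 to the transient group, and of 1218 antisense RNAs 9 to the first and 8 to the falling group. Those of the falling group stood below untreated MEFs, both classes have fewer members of the first group per gene tested than the 520 of 26323 over all genes, and the array values do not separate an antisense RNA from its partner where probe sets overlap.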

How the results depend on the processing

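A background level from olfactory receptor genes was chosen after seeing the data. The number of DEGs rests most on the c-KIT+ arrays, which are the closest pair. Leaving out each array in turn gave 86 to 1519 DEGs, with the lone array of a group assumed to vary like the others, 67 to 339 genes for CDH5+ against untreated MEFs and 148 to 3025 for c-KIT+ against untreated MEFs. The DEGs that were lower at each step numbered 3 to 385, higher at each step 75 to 934, higher then lower 7 to 118 and lower then higher 0 to 96, and the falling, transient and rising groups 3 to 440, 5 to 77 and 77 to 1002 genes. Without either c-KIT+ array all DEGs called were among the 868, while without either untreated array many were not. The fit has fewer residual degrees of freedom when an array is left out. Between c-KIT+ and CDH5+ cells, every setting run gave 0 calls.

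Deviations of arrays with the same replicate number correlated at 0.120 between untreated MEFs and CDH5+ cells, -0.015 between untreated MEFs and c-KIT+ cells and -0.046 between CDH5+ and c-KIT+ cells. These values give little sign of pairing, but with 2 arrays per group they cannot exclude that samples with the same number were handled together. With the number as a replicate block, 481 DEGs were called, 198 genes for CDH5+ against untreated MEFs, and 112, 302 and 9 DEGs that were lower at each step, higher at each step and lower then higher. With the dimmest 25% of genes left out, 477 genes were called for CDH5+ against untreated MEFs, 437 DEGs were lower at each step, 73 lower then higher, and the falling group held 492. With fewer genes both the adjustment and the empirical Bayes variance prior change, and their parts were not separated. With only the 4 arrays compared, 114 genes differed between CDH5+ cells and untreated MEFs. Genes past any of the 3 contrasts numbered 1604 and genes past an adjusted p of 0.01 in the F-test 197. Over all genes the first component held 50.9% of the variance. Apart from these constructions, the cause was not tested.

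Camera with a preset correlation called 79 of 123 list results, and 3 of these were called with an estimated correlation, where adjusted p exceeded the threshold for the other 76. For CDH5+ cells against untreated MEFs it became 0.0679 for venous and lymphatic endothelial, transduced factors, hematopoietic heptad, hematopoietic transcription factors, committed progenitor, leukocyte migration and chemotaxis, cytokine receptors of the culture medium, 0.0726 for granulocyte, 0.0749 for smooth muscle and contractile, stem cell associated, monocyte and macrophage, 0.0837 for endothelial, 0.0874 for erythroid, 0.0898 for leukocyte core, 0.0939 for response to bacterium and innate immunity, 0.134 for actin filament and focal adhesion, eosinophil, 0.170 for skeletal system development, 0.193 for pericyte, 0.251 for interferon response, 0.253 for mesenchymal transcription factors, 0.320 for fibroblast and extracellular matrix, 0.448 for Notch, TGF-beta and Wnt, 0.560 for Hox genes. For c-KIT+ against CDH5+ cells it became 0.131 for angiogenesis and blood vessel morphogenesis, venous and lymphatic endothelial, 0.189 for stem cell associated, 0.196 for cell-cell adhesion, 0.230 for hematopoietic transcription factors, 0.300 for endothelial, mast cell and basophil, 0.338 for arterial endothelial, screened hematopoietic transcription factors, 0.346 for smooth muscle and contractile, actin filament and focal adhesion, hematopoietic heptad, committed progenitor, leukocyte core, granulocyte, eosinophil, interferon response, Hox genes, 0.385 for fibroblast and extracellular matrix, 0.425 for leukocyte migration and chemotaxis, Notch, TGF-beta and Wnt, 0.465 for mesenchymal transcription factors, 0.467 for erythroid, 0.521 for cell cycle. For c-KIT+ cells against untreated MEFs it became 0.0648 for megakaryocyte and platelet, mast cell and basophil, 0.0708 for screened hematopoietic transcription factors, 0.0927 for transduced factors, hematopoietic transcription factors, 0.0939 for smooth muscle and contractile, angiogenesis and blood vessel morphogenesis, hematopoietic heptad, committed progenitor, leukocyte migration and chemotaxis, 0.0958 for granulocyte, 0.0967 for cytokine receptors of the culture medium, 0.124 for leukocyte core, erythroid, pericyte, 0.138 for actin filament and focal adhesion, skeletal system development, monocyte and macrophage, eosinophil, response to bacterium and innate immunity, 0.145 for Hox genes, 0.185 for mesenchymal transcription factors, 0.214 for fibroblast and extracellular matrix, 0.236 for Notch, TGF-beta and Wnt, 0.376 for arterial endothelial, 0.418 for neural and glial, 0.500 for endothelial, cell cycle. Leaving out dim genes ended the call of neural and glial, c-KIT+ cells against untreated MEFs, at 0.121. Leaving out dim genes gave a call to cell-cell adhesion, CDH5+ cells against untreated MEFs, at 0.0465, T and NK lymphoid, CDH5+ cells against untreated MEFs, at 0.0465, cell cycle, CDH5+ cells against untreated MEFs, at 0.0407, mesoderm, c-KIT+ against CDH5+ cells, at 0.0401 and pericyte, c-KIT+ against CDH5+ cells, at 0.0461. Leaving out dim genes turned the direction, without a call, of mesoderm, CDH5+ cells against untreated MEFs, at 0.747. The median of probe sets ended the call of Hox genes, CDH5+ cells against untreated MEFs, at 0.121, pericyte, CDH5+ cells against untreated MEFs, at 0.0518, screened hematopoietic transcription factors, c-KIT+ against CDH5+ cells, at 0.0750, hematopoietic heptad, c-KIT+ against CDH5+ cells, at 0.0726 and leukocyte migration and chemotaxis, c-KIT+ against CDH5+ cells, at 0.0902. The median of probe sets gave a call to cell-cell adhesion, c-KIT+ cells against untreated MEFs, at 0.0439. The median of probe sets turned the direction, without a call, of mesoderm, CDH5+ cells against untreated MEFs, at 0.963, monocyte and macrophage, c-KIT+ against CDH5+ cells, at 0.997, T and NK lymphoid, c-KIT+ against CDH5+ cells, at 0.990 and venous and lymphatic endothelial, c-KIT+ cells against untreated MEFs, at 0.677. Quantile normalization ended the call of screened hematopoietic transcription factors, c-KIT+ against CDH5+ cells, at 0.180 and hematopoietic heptad, c-KIT+ against CDH5+ cells, at 0.0883. Quantile normalization gave a call to cell cycle, CDH5+ cells against untreated MEFs, at 0.0200. Quantile normalization turned the direction, without a call, of B lymphoid, CDH5+ cells against untreated MEFs, at 0.882. The replicate block gave a call to cell cycle, CDH5+ cells against untreated MEFs, at 0.0244 and adipocyte, c-KIT+ cells against untreated MEFs, at 0.0436. The replicate block turned the direction, without a call, of angiogenesis and blood vessel morphogenesis, CDH5+ cells against untreated MEFs, at 0.948 and monocyte and macrophage, c-KIT+ against CDH5+ cells, at 0.974. Leaving out each array in turn changed the call or direction of further lists, with these ranges of adjusted p: for CDH5+ cells against untreated MEFs angiogenesis and blood vessel morphogenesis 0.345 to 0.975, arterial endothelial 0.177 to 0.799, cell cycle 2.74e-22 to 0.206, pluripotency 0.0462 to 0.872, mesoderm 0.868 to 0.975, Notch, TGF-beta and Wnt 0.000467 to 0.0934, Hox genes 0.00158 to 0.359, adipocyte 0.00666 to 0.583, skeletal and cardiac muscle 0.405 to 0.975, epithelial and keratinocyte 0.115 to 0.872, pericyte 0.00893 to 0.122. For c-KIT+ against CDH5+ cells smooth muscle and contractile 1.76e-07 to 0.0880, mesenchymal transcription factors 7.25e-07 to 0.689, skeletal system development 0.0262 to 0.689, screened hematopoietic transcription factors 0.0188 to 0.127, hematopoietic heptad 0.00391 to 0.0523, erythroid 2.14e-06 to 0.810, monocyte and macrophage 0.156 to 0.865, mast cell and basophil 0.00574 to 0.0502, dendritic cell and antigen presentation 0.0355 to 0.616, leukocyte migration and chemotaxis 1.46e-05 to 0.201, response to bacterium and innate immunity 0.000141 to 0.895, p53 targets and senescence 0.0914 to 0.906, mesoderm 0.0366 to 0.324, Notch, TGF-beta and Wnt 3.89e-06 to 0.225, pericyte 0.0171 to 0.448. For c-KIT+ cells against untreated MEFs endothelial 0.000942 to 0.0528, arterial endothelial 0.00242 to 0.0546, venous and lymphatic endothelial 0.692 to 1.00, stem cell associated 0.403 to 0.934, dendritic cell and antigen presentation 0.452 to 0.836, interferon response 0.0654 to 0.913, pluripotency 0.393 to 0.868, adipocyte 0.00103 to 0.897, neural and glial 0.00919 to 0.0935. Calls with an estimated correlation were also lost for lists whose estimate lay below the preset 0.01, such as transduced factors at -0.0940. For these lists a lower estimate alone would not raise p, yet the unadjusted camera p rose. In c-KIT+ cells against untreated MEFs it rose from 4.26e-08 to 0.0113 for transduced factors and from 3.24e-16 to 0.00259 for mast cell and basophil. This argues against correlation between genes as the cause there. With an estimated correlation, camera uses the 3 residual degrees of freedom of the fit, and far more with the preset one. For the other lists these parts were not separated. In CDH5+ cells against untreated MEFs, fry gave adjusted p = 0.00443 for leukocyte core and 0.120 for fibroblast and extracellular matrix. In c-KIT+ against CDH5+ cells, fry gave 0.0338 for endothelial, 0.0594 for leukocyte core and 0.0321 for both stem cell associated and committed progenitor. The fry values of the other lists are not given here. Beyond this, the cause was not tested.

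Among 266 results of named genes, calls were lost 486 times over all settings run, of which 126 without c-KIT+ replicate 1, 118 without c-KIT+ replicate 2, 68 without CDH5+ replicate 2, 29 without CDH5+ replicate 1, 57 without untreated replicate 1, 36 without untreated replicate 2, 28 with the replicate block, 16 with the median of probe sets and 8 with quantile normalization, and 1 was gained. For named genes that passed no test between c-KIT+ cells and untreated MEFs, this log2 difference changed sign in 8 cases. Leaving out arrays gave log2 differences of -0.50 to 0.64 for Icam1, -2.44 to 0.51 for Pou5f1, -0.16 to 0.16 for T and -0.0166 to 0.430 for Tek, with the sign turned for Icam1 without untreated replicate 2 or c-KIT+ replicate 2, for Pou5f1 without untreated replicate 2, for T without untreated replicate 2 or c-KIT+ replicate 1 and for Tek without untreated replicate 1. The median of probe sets gave -0.22 for Nanog and 0.32 for T. Signal near the level of genes silent in these cells limits what the arrays resolve, with a median of 3.78 to 3.93 over 884 olfactory receptor genes.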

Differences from the paper's values

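The paper's count of DEGs and the count found here match at 868. The falling, transient and rising groups held 295, 53 and 520 genes here, against about 300, 55 and 510 read from the drawing in Fig. 6A. Of the genes that Fig. 6A names, 5 of 6, 7 of 7 and 14 of 14 lay in the groups the paper gives. The paper lists Fgf3 among fibroblast genes that are silenced. Here Fgf3 rose from untreated MEFs to c-KIT+ cells by 3.58 on the log2 scale (limma adjusted p = 0.00586), while Acta2, Actg2, Col2a1, Col4a1 and Col5a1 fell. The median of the probe sets assigned to Fgf3 rose by 3.49 (limma adjusted p = 0.00303). With either c-KIT+ array left out its log2 difference was still 3.58, and the adjusted p rose above 0.05 with fewer arrays, as for many named genes. Whether the paper's figure draws the same row is not given in the sources used here.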

Other observations

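The imprinted noncoding RNA Meg3 was among the 10 genes with the largest falls in c-KIT+ cells against untreated MEFs. Rian and Mirg, also imprinted, were chosen after their falls were seen, and imprinted genes were not tested as a list. From untreated MEFs to c-KIT+ cells, Meg3 fell by 4.09, Rian by 3.65 and Mirg by 1.64 on the log2 scale (limma adjusted p = 0.00697, 0.0121 and 0.013). The imprinted Dlk1 passed no test, with a log2 difference of -1.41 (limma adjusted p = 0.111). Igf2, at -3.46 (limma adjusted p = 0.0295), missed the F-test at an adjusted p of 0.0721. H19 passed no test in CDH5+ cells against untreated MEFs, with a log2 difference of -0.34 (limma adjusted p = 0.724). Of 27 Hox genes, 3 were lower in c-KIT+ cells than in untreated MEFs, Hoxd9, Hoxd8 and Hoxc5, and 0 were higher (camera adjusted p = 4.7e-10, and adjusted p = 0.145 with an estimated correlation). Of the receptors for cytokines in the medium, Csf2rb, Csf2rb2, Kit and Epor were higher in c-KIT+ cells, with Csf2rb at 6.58. In the T and natural killer list, 2 of 25 genes, Nkg7 and Cd28, were higher, with Nkg7 at 4.90, and 0 were lower, with 3 lower at an unadjusted p under 0.05, and the median of the list was 0.09 (camera adjusted p = 0.568). The median of the cell cycle list in c-KIT+ cells lay 2.95 above untreated replicate 1 and 0.30 above replicate 2, and limma called 0 of the 33 genes in that contrast, with 8 higher and 0 lower at an unadjusted p under 0.05. For genes of the paper's PCR panels, measured there on other samples, Itga2b rose by 2.93 and Itgam by 3.37 in c-KIT+ cells here, Fbn1 fell by 3.61, and Icam1, Vwf, Pou5f1, Sox2, Nanog and T passed no test. Background limits the sizes given for Csf2rb, Nkg7, Itga2b and Itgam, which rose from levels within it. It also limits those for Meg3, Rian, Mirg and Dlk1, whose levels in c-KIT+ cells lay within it.

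In what follows, the matched-gene test and the test of leukocyte shares were chosen before their results were seen, and the tests of leukocyte RNA, fibroblast shares and probe sets, with all bootstrap intervals, the shares per array and their order, the binomial test and how they were weighed, after. Cell cycle genes were higher in untreated replicate 2 than in replicate 1 for 31 of 33, by a median of 2.60 on the log2 scale. Replicate 2 was also higher in Krt19, at 7.30 against 3.99, and Pou5f1, at 7.03 against 4.08, and in Krt18, and lower in Dcn and in Lum, at 3.91 against 9.27. Genes of like level had a median difference of 0.112, which argues against scaling, and the leukocyte list had -0.030, which argues against RNA of transduced cells. Xist measured 10.10 in replicate 1 and 3.95 in replicate 2, and the Y-linked Ddx3y 5.95 and 7.88, so the replicates may come from embryos of different sex. The CDH5+ and c-KIT+ arrays lay between them, with Xist at 8.25 to 9.39 and Ddx3y at 6.85 to 7.11. This difference therefore also enters the comparisons with untreated MEFs. The sex of the embryos, the growth state and a different mix of cell types in the cultures stay open, and no biological explanation was tested.

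CDH5+ arrays held levels of most blood and fibroblast genes tested here between those of the other groups, but in replicate 2, 8 of 36 fibroblast and contractile genes lay below c-KIT+ cells and 2 of 48 leukocyte and granulocyte genes above them. In the day 12 c-KIT+ cells Cdh5 differed by -3.21 from CDH5+ cells (limma adjusted p = 0.111), but lay above untreated MEFs. How many cells like the day 12 c-KIT+ cells a sort on CDH5 leaves out is therefore not known here. The paper removed c-KIT+ cells before the CDH5 sort of its colony assays, and states no such step for the arrays. If such cells made up a share of the CDH5+ sort, the 48 genes should imply a like share. They implied a median of 41.8% in the mean of the CDH5+ arrays, 32.7% in replicate 1 and 54.9% in replicate 2. The upper quartile of the mean was 1.47 times the lower (95% bootstrap interval 1.32 to 1.77), and 1.65 and 1.48 times in replicates 1 and 2 alone. These ratios lie under the 2 set for a single share. All bootstrap intervals here resample genes, not arrays, so they do not measure the spread between arrays. Single genes still implied 8.16% for Chi3l3 to 77.7% for Itga2b in the mean. In replicates 1 and 2 they implied 13.5% and 4.17% for Chi3l3 and 65.6% and 91.7% for Itga2b, and some genes exceeded the c-KIT+ level in replicate 2. A single share alone would not give such differences between genes. All cells of the sort expressing these genes at a part of the c-KIT+ level would give the same ratio, so the source stays open. For cells like untreated MEFs, which a sort on CDH5 should leave out, with Cdh5 5.42 higher in CDH5+ cells, 36 fibroblast and contractile genes implied a median of 13.7% in the mean, 28.3% in replicate 1 and 3.59% in replicate 2, with an upper quartile of the mean 3.62 times the lower (95% bootstrap interval 2.08 to 7.31), where a single share needs a ratio under 2, and 2.50 times in replicate 1 alone (1.72 to 4.53), which by itself decides nothing, and 45.9 times in replicate 2, where the lower quartile is near 0. In both arrays the genes ranked alike (Spearman correlation 0.649), but the shares of both arrays use the same group means, so part of this likeness is built in. Cnn1 stood at 1.08% and -0.340% and Fn1 at 78.2% and 58.1%, both abundant in untreated MEFs. The ratio of the mean and these genes argue against cells like untreated MEFs as the whole source of these levels. This rests on 2 arrays and on an interval that covers genes only. Partial silencing and other cells that express Fn1, with or without some such cells, stay open.

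Probe sets of Erg changed by -0.23 to 6.05 on the log2 scale from untreated MEFs to CDH5+ cells and those of Lmo2 by -0.32 to 6.07. The hypothesis that vector transcripts cause this unevenness set that at least 3 of the 5 transduced factors lie above the 95th percentile of untransduced genes with a like change, and 2 did, Erg and Lmo2. Tal1, Gata2 and Runx1 lay at percentiles 93.8, 79.0 and 78.6, and the untransduced Lyl1 and Fli1 at 93.2 and 18.4. The number set, chosen after the unevenness was seen, was not reached, but 2 exceeds the 0.25 of 5 expected by chance (one-sided exact binomial test, p = 0.0226), so vector transcripts are neither excluded nor shown. By PCR specific to the vectors, the paper reports that transcripts of all 5 factors were silenced at a later day than these sorts. It also reports by PCR that the endogenous genes of all 5 were induced. Neither gives the level of vector transcripts in the samples of these arrays. Where the probe sets lie in each gene is not known here, and no biological explanation was tested.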
